# Abrogation of Junctional Adhesion Molecule-A Expression Induces Cell Apoptosis and Reduces Breast Cancer Progression

**DOI:** 10.1371/journal.pone.0021242

**Published:** 2011-06-17

**Authors:** Masato Murakami, Costanza Giampietro, Monica Giannotta, Monica Corada, Ilaria Torselli, Fabrizio Orsenigo, Andrea Cocito, Giovanni d'Ario, Giovanni Mazzarol, Stefano Confalonieri, Pier Paolo Di Fiore, Elisabetta Dejana

## Abstract

Intercellular junctions promote homotypic cell to cell adhesion and transfer intracellular signals which control cell growth and apoptosis. Junctional adhesion molecule-A (JAM-A) is a transmembrane immunoglobulin located at tight junctions of normal epithelial cells of mammary ducts and glands. In the present paper we show that JAM-A acts as a survival factor for mammary carcinoma cells. JAM-A null mice expressing Polyoma Middle T under MMTV promoter develop significantly smaller mammary tumors than JAM-A positive mice. Angiogenesis and inflammatory or immune infiltrate were not statistically modified in absence of JAM-A but tumor cell apoptosis was significantly increased. Tumor cells isolated from JAM-A null mice or 4T1 cells incubated with JAM-A blocking antibodies showed reduced growth and increased apoptosis which paralleled altered junctional architecture and adhesive function. In a breast cancer clinical data set, tissue microarray data show that JAM-A expression correlates with poor prognosis. Gene expression analysis of mouse tumor samples showed a correlation between genes enriched in human G3 tumors and genes over expressed in JAM-A +/+ mammary tumors. Conversely, genes enriched in G1 human tumors correlate with genes overexpressed in JAM-A−/− tumors. We conclude that down regulation of JAM-A reduces tumor aggressive behavior by increasing cell susceptibility to apoptosis. JAM-A may be considered a negative prognostic factor and a potential therapeutic target.

## Introduction

JAM-A (Junctional adhesion molecule-A) is a small immunoglobulin expressed by different cell types including epithelial, endothelial cells, leukocytes, dendridic cells and platelets [1], [2], [3], [4]. Several studies, using blocking antibodies or genetically modified mice, documented a role of JAM-A in mediating neutrophil and monocyte infiltration in different experimental inflammatory conditions such as peritonitis, meningitis, liver and heart ischemia and others [1], [2], [3], [5], [6]. The mechanism of action of JAM-A in inflammation is complex and may be different depending on the cellular context.

In epithelial cells JAM-A is preferentially concentrated at tight junctions and cooperates with claudins in promoting cell to cell adhesion. In absence of JAM-A colonic mucosa epithelial cells looses permeability control, favoring inflammatory colitis [7], [8].

The role of JAM-A in tumor growth and dissemination is still a debated issue. In a recent work, we have crossed Rip1Tag2 mice (pancreatic islet tumor mouse model) with JAM-A null mice. Rip1Tag2 mice develop pancreatic tissue hyperplasia and highly vascularized adenoma which progress to invasive carcinoma [9]. In this particular model, tumor cells do not express JAM-A which is however present in the cells of the stroma. We observed a significant reduction of growth in JAM-A null mice due to increased immunological response of the host and decrease in angiogenesis. Conflicting data have been published on the role of JAM-A in breast cancer. Naik MU et al. [10] reported that JAM-A expression reduces breast cancer cell lines' invasion and motility *in vitro* and is inversely related to carcinoma aggressiveness and metastatic behavior in human patients. In contrast, McSherry et al. [11] using a larger clinical data set showed that JAM-A expression is a negative prognostic factor in breast cancer.

In the present paper we tackled the problem of the role of JAM-A in breast cancer by applying different experimental and complementary approaches. We examined mammary tumor growth and dissemination in JAM-A null mice crossed with mice expressing a mutant form of Polyoma virus middle T (PyVmT) under mammary tumor virus promoter (MMTV) [12]. We used tumor cells freshly isolated and cultured from MMTV-PyVmT mouse tumors or 4T1 mammary tumor cell line to understand the mechanism of action of JAM-A. Finally, we studied in a large group of human patients, whether JAM-A expression negatively or positively correlates with breast cancer progression.

Taken together data show that in absence of JAM-A tumors grow significantly less in MMTV-PyVmT mice. Consistently, we found an inverse correlation between JAM-A expression and cancer prognosis in human patients. *In vivo* studies of MMTV-PyVmT tumors and *in vitro* experiments on cultured tumor cells show that abrogation of JAM-A expression or function causes tumor cell apoptosis. This effect parallels altered organization of intercellular cell to cell junctions and may explain the decrease in tumor growth observed in absence of JAM-A.

## Materials and Methods

### Ethics Statement

Written informed consent for research use of biological samples was obtained from all patients, and the research project was approved by the Institutional Ethical Committee. Current Members of the IEO Ethics Committee: Luciano Martini (Chairman), Director of the Institute of Endocrinology, Milan; Apolone Giovanni (Vice Chairman), Chief of the Translational and Outcome Research Laboratory and the “Mario Negri” Institute, Milan; Bonardi Maria Santina, Head of the Nursing Service of European Institute of Oncology, Milan; Cascinelli Natale, Scientific Director of National Cancer Institute, Milan; Gallus Giuseppe, Director of Institute of Medical Statistics of Milan; Gastaldi Stefano, Psychologist and Psychotherapist, Scientific Director of Attivecomeprima; Goldhirsch Aron, Director of the Department of Medicine of European Institute of Oncology, Milan; La Pietra Leonardo, Chief Medical Officer of European Institute of Oncology, Milan; Loi Umberto, Export in Legal Procedures, Monza; Martini Luciano (Presidente), Director - Institute of Endocrinology, Milan; Merzagora Francesca, President of Italian Forum of Europa Donna, Milan; Omodeo Sale Emanuela, Director of Pharmaceutical Service, European Institute of Oncology, Milan; Pellegrini Maurizio, Head of the Local Health District, Milan; Rotmensz Nicole, Head of the Quality Control Unit, European Institute of Oncology, Milan; Tomamichel Michele, Director, Sottoceneri Sector Cantonal Sociopsychiatric Organisation, Lugano; Monsignor Vella Charles, Bioethicist and theologist, S. Raffaele Hospital and Scientific Institute, Milan; Veronesi Umberto, Scientific Director, European Institute of Oncology, Milan. OBSERVERS: Ciani Carlo, Chief Executive Officer, European Institute of Oncology, Milan; Della Porta Giuseppe, Research Co-ordinator, European Institute of Oncology, Milan; Michelini Stefano, Managing Director, European Institute of Oncology, Milan. SECRETERIAT OFFICE: Nonis Atanasio (head), Controlled Clinical Studies Office, European Institute of Oncology, Milan; Tamagni Daniela (Assistant), Controlled Clinical Studies Office, European Institute of Oncology, Milan.

### Tissue Samples

Formalin fixed and paraffin embedded specimens were provided by the Pathology Departments of the European Institute of Oncology (Milan).

#### Animal statement

Mice were housed according to the guidelines set out in Commission Recommendation 2007/526/EC - June 18, 2007 on guidelines for the accommodation and care of animals used for experimental and other scientific purposes. At the end of the experiment, mice were euthanized by inhalation of high concentrations of CO_2_. Currently, the Italian legislation does not require a specific ethical review process for all the experiments involving animals.

### Mammary Tumor and Lung Metastases

MMTV-PyVmT transgenic mice, a spontaneous mouse model of breast tumor were generated by WJ. Muller (McKMaster University, Ontario, Canada) [12] and provided by G. Christofori (University of Basel, Basel, Switzerland). They were crossed with JAM-A−/− mice to obtain a MMTV-PyVmT/JAM-A−/− strain. MMTV-PyVmT/JAM-A+/+ littermates were used as control. Mice were palpated twice a week and tumor appearance was recorded. Tumor-free survival was calculated from Kaplan–Meier curves and statistical significance was determined by the Log-Rank test for the survival studies and t-test for tumor growth studies. The metastatic ratio was evaluated by removing the lungs from anesthetized mice and inspecting metastatic nodules on the lung surface by using a stereoscope (Nikon SMZ800 stereoscope ×3–5, Tokyo, Japan) as described [13]. Tumor weight and lung metastasis logistic curve was made by JMP software (SAS Institute, Cary, North Carolina) and analyzed by Fisher's test.

### Immunofluorescence, Image Quantitative Analysis and Western blot

For the immune phenotypical characterization of MMTV-PyVmT/JAM-A+/+ and JAM-A−/− mice, tumor and lung samples or cultured cells were fixed in 4% paraformaldehyde or methanol for 24 h, and kept at 4°C in phosphate buffer saline (PBS) until use. 10 µm tissue sections and cell specimens were stained as previously reported [9], [14] using the following antibodies: CD4, CD8, CD11c, MHC-II, β-catenin (BD Bioscience, San Jose, CA), F4/80 (Serotec, Kidlington, UK), PECAM-1 (clone Mec13.3 or Millipore, Billerica, MA), Ki-67 (Abcam, Cambridge, MA), E-cadherin (Invitrogen, Carlsbad, CA), ZO-1, Cingulin (Zymed/Invitrogen, Carlsbad, CA), JAM-A (clone BV12), β1-integrin (Chemicon, Billerica, MA). TdT-mediated dUTP nick end labeling (TUNEL) staining was done using the In Situ Cell Death Detection Kit (Roche, Basel, Switzerland). Samples were analyzed under an AX-70 Provis (Olympus, Hamamatsu, Japan) fluorescence microscope equipped with a black and white cooled CCD camera (c5985, Olympus), or with a Leica TCS SP2 AOBS confocal microscope equipped with 405, 488, 543, and 633 nm laser lines (Wetzlar, Switzerland). Digital images were computer processed with Adobe Photoshop CS2 (Adobe Systems Inc, San Jose, CA). For the quantitative analysis of immunofluorescence experiments ImageJ image-analysis software (W. Rasband, National Institutes of Health) was used to measure the specific mean intensity on an average of ten cells for each antibody staining. Background intensity was initially subtracted by placing “regions of interest” over areas devoid of specific signal.

For Western blot analysis cells were lysed in Tris-buffer saline containing 0.1% Tween-20 (T-TBS) and 1% Triton X-100. Cell lysates were resolved by SDS-PAGE and transferred to nitrocellulose membranes (Millipore, Billerica, MA). Proteins of interest were visualized using specific antibodies, JAM-A (clone BV12/BV19/BV20), E-cadherin, (BD Bioscience), β1-integrin, ZO-1 (Cell signaling, Boston, MA), and ά-tubulin (Sigma, St Louis, MO), followed by peroxidase-conjugated secondary antibodies and by an enhanced chemiluminescence kit (Amersham Biosciences, Little Chalfort, UK).

### Cell Culture

4T1 mouse mammary tumor cells were obtained from the American Type Culture Company (Manassas, VA) and were cultured in RPMI 1640 medium (Gibco/Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum plus 1.0 mM sodium pyruvate, and 100 U/ml penicillin, and 100 µg/ml (Gibco/Invitrogen) as described [15]. JAM-A+/+, JAM-A−/− endothelial cells were isolated from the lung microcirculation and cultured as described [16]. To obtain primary tumor cells, late stage tumors (14–16 week old) from MMTV-PyVmT/JAM-A+/+ and JAM-A−/− females were harvested and minced using a razor blade, then digested using collagenase/hyaluronidase solution (Stem Cell Technologies, Vancouver, Canada) at 37°C for 2 hour. The samples were washed with 5 volumes of HBSS (Sigma)+2% fetal bovine serum and 2 mmol/L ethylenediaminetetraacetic acid (EDTA) (HFE) and centrifuged at 450×g for 5 min. The pellet was dissociated in 5 mL Trypsin-EDTA, then 2 mL dispase (Stem Cell Technologies): for 1 and 3 min respectively, by continuous pippetting, diluted with 10 mL HFE, and passed through a 40 µm cell strainer to obtain single-cell suspension. Isolation of epithelial cells was achieved through selective depletion of hematopoietic, endothelial, and stromal cells using a Mouse Epithelial Cell Enrichment Kit (Stem Cell Technologies). Briefly, the single-cell suspension was concentrated to1×10^8^ cells/mL. Biotinylated antibodies (0.5 µg per million cells) against stromal cells (CD140α, eBiosciences, San Diego, CA), endothelial cells (PECAM-1), and hematopoietic cells (CD45 and TER119) were added for 15 min at 4°C. Antibody conjugation to magnetic nanoparticles was achieved through 15-min incubation with EasySep Biotin Selection cocktail followed by 10 min with EasySep Magnetic Nanoparticles. An EasySep Magnetic device was used for 5 min to separate the non-epithelial cells that attached to the tube surface from the epithelial cells that remained in the supernatant. Mammary primary cells were cultured in 5% FBS and 10 ng/ml Epidermal Growth Factor (EGF) (Stem Cell Technologies), 10 ng/ml Fibroblast Growth Factor (FGF) and 4 µg/ml heparin containing complete EpiCult-B medium (Stem Cell Technologies). Non-attached cells and debris were flushed away the second day and the remaining cells were cultured in cytokine containing complete EpiCult-B medium.

### Cell Proliferation

4T1 cells were seeded and incubated for 24 hours in complete medium, followed by an overnight incubation in 10% FBS containing complete medium or in serum-free medium for 24, 48 or 72 hours. This was followed by fixation and staining with crystal violet. Stained cells were then solubilized with 10% acetic acid, and the 595 nm absorbance was measured for each time point.

### Wound Assay

4T1 cells were seeded, grown to confluence and starved overnight in the presence of 5 µg/ml control rat IgG antibody or BV11 JAM-A neutralizing antibody containing complete medium. Confluent monolayers were wounded with a pipette tip of approximately 1-mm of diameter. Cell monolayers were incubated with the antibody in complete medium and migration of 4T1 cells area was monitored by using phase contrast microscopy.

### Calcium Switch Assay

Confluent 4T1 cells were incubated with EGTA (2 mM in complete medium). 60 min later EGTA was aspirated and cells were incubated with control or BV11 antibody for 30, 60, and 120 min as described (19). At the end of each period of incubation cells were fixed and stained with anti E-cadherin antibody.

### Tissue-Micro Array (TMA)

All clinical investigation has been conducted according to Declaration of Helsinki principles. Large-scale TMA of 444 patient breast cancer case–control cohort studies were performed using human JAM-A antibody (R&D, Minneapolis, MN) as described [17].

### Statistical analysis

Disease-free period according to JAM-A expression was drawn using the Kaplan Meier method and compared by the Log-rank test. The correlation between the clinic pathological features of the tumors and JAM-A expression was evaluated; Odds ratio (OR) and 95% Confidence Intervals (CI) were obtained from logistic regression models using the JMP statistical software (SAS Institute, Inc., Cary, NC). A *p* value of less than 0.05 was considered to be statistically significant.

## Results

### MMTV-PyVmT/JAM-A−/− mice show decreased primary breast tumor growth

MMTV-PyVmT mice were interbred with JAM-A wild-type (MMTV-PyVmT/JAM-A+/+) or null mice (MMTV-PyVmT/JAM-A−/−) [12], [18]. JAM-A was expressed in the normal epithelium of mammary duct and glands in wild type mice and expression was maintained in MMTV-PyVmT mammary tumor cells and in metastatic tumor cells in the lymph nodes and lung (Figure S1). All MMTV-PyVmT/JAM-A+/+ and MMTV-PyVmT/JAM-A−/− mice developed mammary tumors within 12 weeks of age, consistent with previous reports [12]. However, tumors appeared earlier in MMTV-PyVmT/JAM-A+/+ mice compared to JAM-A−/− mice (8.53±0.26 weeks and 9.86±0.26 weeks respectively; p = 0.0048, Log-rank test) (Fig. 1A). At 13 weeks tumor size was significantly smaller in MMTV-PyVmT/JAM-A−/− than in MMTV-PyVmT/JAM-A+/+ mice (5.79±0.36 g versus 3.43±0.35 g p<0.01) (Fig. 1B left panel). Lung metastatic ratio (the percentage of mice with metastasis out of the total number of mice with tumors) was lower in JAM-A−/− than in JAM-A+/+ mice although the difference did not reach statistical significance (51.2% versus 30.0% Fisher's test p = 0.091) (Fig. 1B right panel).

**Figure 1:**
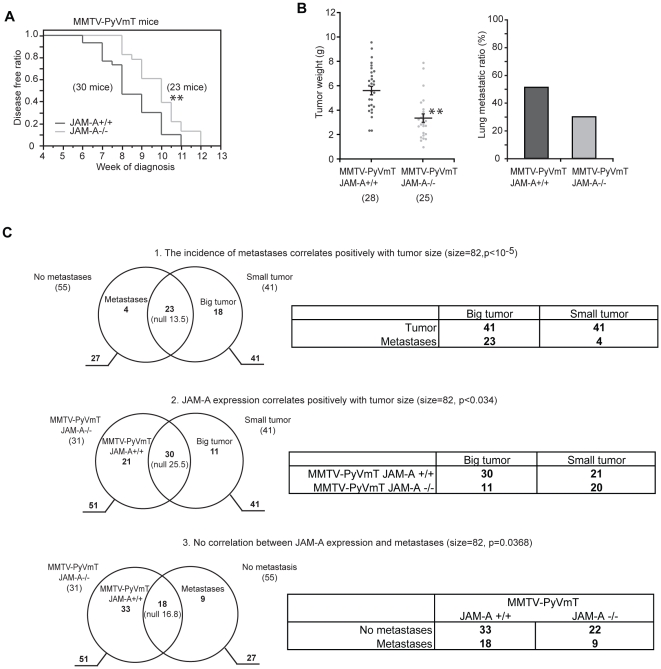
Genetic abrogation of JAM-A expression leads to reduction of mouse mammary tumor growth. A) MMTV-PyVmT/JAMA−/− mice had longer disease-free time compared to JAM-A+/+ mice; B) 13 week-old MMTV-PyVmT/JAM-A−/− mice present reduced primary tumor growth. Bars are means ± SEM. The lung metastases ratio (the percentage of mice with metastases out of the total number of mice with tumors) was higher in MMTV-PyVmT/JAM-A+/+ compared to JAM-A−/− mice but did not reach statistical significance (p = 0.091); C) Correlation between JAM-A expression, tumor size and lung metastases: The population was classified for tumor size in two groups on the basis of the median weight of tumors (3.55 g): big tumors (above median) and small tumors (below median), each composed of 41 mice; the population was then classified by expression of JAM-A (31 JAM-A −/− mice and 51 JAM-A +/+ mice) and by incidence of metastases (55 mice did not develop metastases and 27 did). C.1) Venn diagram of Big/Small (above or below median weight) tumors and metastases. There is a significant correlation between size of tumor and development of metastases (overlap between these two sets is 23 mice while the expectation from the null hypothesis would be 13.5, leading to a significant positive correlation by Exact Fisher Test with p<10^−5^). C.2) MMTV-PyVmT/JAM-A+/+ or JAM-A−/− and Big/Small tumors. Expression of JAM-A positively correlates with tumor size (out of the 51 JAM-A +/+ mice, 41 show big tumors and 30 are in the overlap of the two sets; significance of correlation p<0.034). C.3) MMTV-PyVmT/JAM-A+/+ or JAM-A−/− and metastases. The incidence of metastases is not significantly affected by JAM-A expression if balanced with tumor size. There is no significant correlation between expression of JAM-A (51 mice) and metastases (27 mice out of 82 mice), the overlap is 18 as shown in the Venn Diagram and the deviation from the expected 16.8 is not statistically significant (p = 0.368). All correlations are referred to a population of 82 animals, p Values are calculated by Exact Fisher Test, null values are the expectations for independent events.Tables on the right side of panel C summarize the results.

More detailed mathematical analysis of the whole data set was performed (Fig. 1C). The population (82 mice) was classified for tumor size in two groups on the basis of the median weight of tumors (3.55 g): big tumors (above median) and small tumors (below median), each composed of 41 mice; it was then classified by expression of JAM-A (31 JAM-A −/− mice and 51 JAM-A +/+ mice) and by incidence of metastasis (55 mice did not develop metastasis and 27 did).

As expected there is a significant correlation between size of tumor and development of metastasis (overlap between these two sets is 23 mice while the expectation from the null hypothesis would be 13.5, thus leading of an indication of positive correlation that the Exact Fisher Test rates significant with p<10^−5^). Expression of JAM-A positively correlated with tumor size (out of the 51 JAM-A +/+ mice and 41 having big tumors 30 are in the overlap of the two sets, for a significance of the correlation with p<0.034), but there is no significant correlation between expression of JAM-A (51 mice) and metastasis (27 mice out of 82 mice), the overlap is 18 as shown in the Venn Diagram and the deviation from the expected 16.8 is not statistically significant (p = 0.368).

Logistic curve of mammary tumor size and metastasis also shows a positive correlation of tumor size and metastasis, but no significant correlation between incidence of metastasis and JAM-A expression (Figure S2). Taken together these results indicate that JAM-A expression positively correlates with MMTV-PyVmT mammary tumor growth while the incidence of metastasis was not specifically affected.

### JAM-A expression increases tumor cell apoptosis

JAM-A is expressed in mammary tumor vasculature (Figure S1). We have previously shown that the absence of JAM-A reduced Rip1Tag2 pancreatic islet tumor size, angiogenesis and inflammatory infiltrate [9]. Analysis of MMTV-PyVmT tumors showed that in absence of JAM-A, tumor cells proliferate slightly less (27.73±2.29% versus 35.6±2.02, p<0.05) but undergo apoptosis to higher extent than in the presence of this adhesive molecule (96.4±10.2 versus 63.1±8.5 cells per mm^2^ p<0.05) (Fig. 2A). Conversely, no statistically significant difference in tumor angiogenesis (Figure S3A), inflammatory (F4/80 positive cells, Figure S3B) and immune cell infiltrate (CD11c and MHCII positive cells) was observed (Figure S3C). The number of CD4+ and CD8+ lymphocytes was increased in the tumors but the difference did not reach statistical significance.

**Figure 2:**
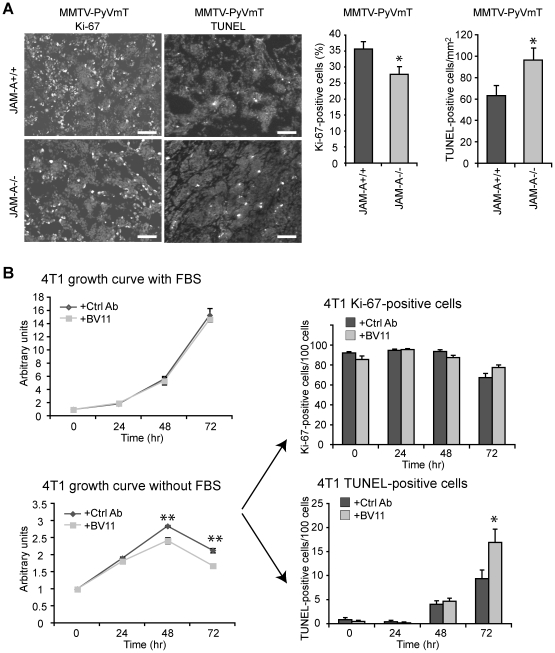
Abrogation of JAM-A expression increases tumor cell apoptosis. A) Histological examination shows lower cell proliferation and higher apoptosis in MMTV-PyVmT/JAM-A−/− as compared to JAM-A+/+ tumors. Right panels show quantification of Ki-67 or TUNEL positive cells. Data are means +/− SEM *p<0.05 by unpaired Student's t test. Scale bar: 100 µm. B) The growth curve of 4T1 cells in the presence of a control (Ctrl) antibody (Ab) or a JAM-A neutralizing Ab (BV11) was measured in the presence (left upper panel) or absence of fetal bovine serum (FBS) (left lower panel). Under starving conditions, upon exposure to a JAM-A blocking Ab the total cell number was significantly reduced while the number of TUNEL-positive cells was increased. Values are means ± SEM of at least 4 replicates from 3 independent experiments. *p<0.05, **p<0.01 by unpaired Student-t test.

*In vitro* incubation of BV11 JAM-A neutralizing Ab [19] with JAM-A positive 4T1 cell line [15] (Figure S4A) did not change cell proliferation in complete medium but significantly reduced the cell number in absence of serum (Fig. 2B and C). In starvation, TUNEL-positive cells were markedly increased (9.34±1.80 versus 16.9±2.75%, p = 0.03) (Fig. 2E) suggesting that the decreased number of cells is due to apoptosis. However, the number of 4T1 cells treated with BV11mAb was lower already at 48 hours when TUNEL staining was not yet apparent. It is likely, as shown by others [10], [20], that JAM-A −/− cells may detach from the plate before showing signs of apoptosis or, alternatively, that besides its antiapoptotic activity, JAM-A is required for correct tumor cell growth.

### JAM-A affects MMTV-PyVmT mammary cell morphology and cell-to-cell junction

We then cultured tumor cells from MMTV-PyVmT/JAM-A+/+ and JAM-A−/− tumors. JAM-A positive cells show a correct epithelioid morphology while JAM-A null cells showed spindle or round shape morphology and weak cell to cell adhesion (Fig. 3A). At immunofluorescence analysis MMTV-PyVmT/JAM-A−/− cells presented partially disorganized adherens junctions with discontinuous staining of E-cadherin and β-catenin, and loss of tight junction markers such as ZO-1 and Cingulin in many areas of the monolayer (Fig. 3B). However, no significant change in the total amount of junctional markers and other adhesive and cytoskeletal proteins (E-cadherin, β-catenin, cingulin, ZO-1, vinculin and β1 integrins) was observed in the presence or absence of JAM-A (Figure S4B and C).

**Figure 3:**
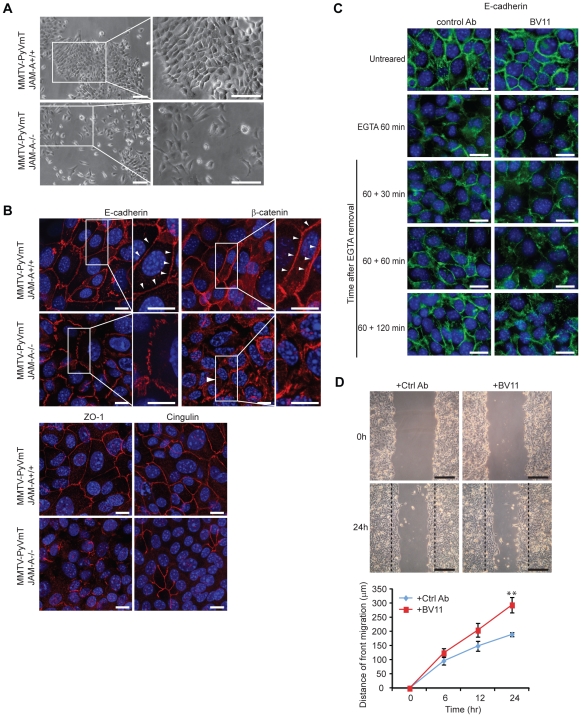
Inhibition of JAM-A expression and function affects mammary tumor cell morphology and organization of cell-cell junctions. A) Phase-contrast microscopy of cultured mammary tumor cells derived from MMTV-PyVmT/JAM-A+/+ and JAM-A−/− tumors. JAM-A+/+ cells formed confluent islands with epithelioid morphology and tight intercellular junctions. In contrast, JAM-A−/− cells form loosely organized islands and frequently grow as single cells with spindle shape morphology. Scale bar; 200 µm; B) Immunofluorescence staining of markers of adherens junctions (E-cadherin, β-catenin) and tight junctions (ZO-1, cingulin). While JAM-A+/+ tumor cells present a continuous junctional staining of E-cadherin, β-catenin, ZO-1 and cingulin at intercellular contacts, in JAM-A−/− cells the distribution of these markers was reduced or discontinuous (arrowhead). Scale bar; 15 µm; C) The effect of BV11 JAM-A blocking Ab on Ca^2+^ switch assay. 4T1 cells were incubated with EGTA for 60 min to disrupt E-cadherin junctional localization and Ca^2+^ was then added back to the cells to restore E-cadherin staining. In the presence of a JAM-A blocking Ab BV11 E-cadherin staining was partially inhibited and still largely incomplete up to 120 min. Scale bar; 20 µm; D) 4T1cell migration was significantly increased by a JAM-A blocking Ab (BV11). Upper panels report phase contrast microscopy of a typical experiment. Scale bar; 500 µm. Lower panels show a quantification of the distance of migration of the front. Values are means ± SEM of 4 replicates from a typical experiment out of 3 performed. **p<0.01 by unpaired Student-t test.

Interestingly, sections of mammary glands of JAM-A +/+ and −/− mice presented partly disorganized E-cadherin staining suggesting that, also in the absence of tumor, JAM-A expression is required for a correct epithelial junction organization (Figure S5). TUNEL staining was not significantly increased in normal JAM-A −/− mammary glands. Possibly, additional factors such as hypoxia may contribute to tumor cell apoptosis in absence of JAM-A.

In a Ca^2+^ switch assay the presence of BV11 mAb significantly prolonged the time of junction recovery (complete recovery of E-cadherin staining could be observed within 60 min in control antibody treated cells while BV11 treated cells showed only partial recovery up to 120 min) as reported [21] (Fig. 3C).

A further evidence of the role of JAM-A in the correct organization of cell-to-cell junctions is given by the wound assay (Fig. 3D). In this assay the weaker is cell-to-cell adhesion at junctions, the higher is capacity of cells to migrate into the wound [22]. As reported in the figure, when JAM-A was blocked by BV11 mAb cells migrate into the wound significantly more efficiently.

These data were further supported by *in vivo* observations. In MMTV-PyVmT carcinomas (Fig. 4A) we found that JAM-A is strongly decreased at the tumor invasive edge as compared to tumor nodules (Fig. 4A, compare a and b). The decrease in JAM-A and ZO-1 could be seen also in sparse/subconfluent cell cultures as compared to confluent cells (Fig. 4D). Consistently, when cells invade the surrounding tissue and junctions are partially dismantled, JAM-A expression is significantly reduced.

**Figure 4:**
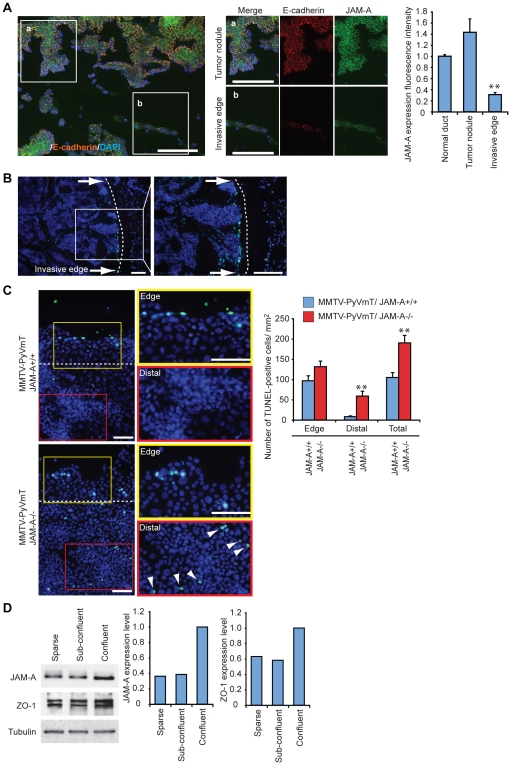
JAM-A and junctional proteins' expression was decreased at the invading tumor edge in vivo and in vitro. A) MMTV-PyVmT/JAM-A+/+ tumor sections show decreased JAM-A and E-cadherin expression level at the invasive edge as compared to tumor nodules and mammary duct. Scale bar; 100 µm; B) In tissue sections, TUNEL positive tumor cells were concentrated at the invasive edge of the tumor. Scale bar; 100 µm; C) In the wound assay (see Fig. 3) cultured MMTV-PyVmT/JAM-A−/− cells show strong TUNEL staining both at the migrating front and in the distal areas while JAM-A+/+ cells presented TUNEL staining only at the leading edge. Quantification is reported at the right panel, data are means +/− SEM of 3 experiments performed in quadruplicates. **p<0.01 by unpaired Student-t test. Scale bar; 300 µm; D) Western blot analysis of JAM-A and ZO-1 expression in 4T1 cells in sparse, sub-confluent, and confluent conditions. Quantification is reported in the right panels. The results are representative of 3 independent experiments.

We then asked whether there is a correlation between the effect of JAM-A on junctions and its anti apoptotic activity. Invading tumor cells in a wounded monolayer *in vitro* or at the invading edge of a tumor *in vivo* were positive to TUNEL staining (Fig. 4B and C) This marginal zone corresponds to the area where JAM-A is reduced. Most importantly, the number of TUNEL positive cells was strongly increased in JAM-A−/− tumor cells, not only at the leading edge but also in the more internal regions of the monolayer (Fig. 4D). In contrast JAM+/+ cells were apoptotic only at the migrating rim while in the internal regions of the monolayers, where JAM-A is correctly expressed and organized at junctions, cells were TUNEL negative.

Thus, as previously described in other cell types [10], [11], [23], JAM-A is required for correct junction organization in mammary tumor cells. Stable junctions are known to protect the cells from apoptotic stimuli [24], when JAM-A is reduced or junctions are dismantled, as in migrating cells or in JAM-A null tumor cells, apoptosis is increased.

### Trascriptomic analysis of MMTV-PyVmT/JAM-A−/− or JAM-A+/+ mammary tumor and gene-set enrichment analysis (GSEA)

To investigate the phenotype of JAM-A positive and null tumors we compared gene profiles of early stages of MMTV-PyVmT/JAM-A+/+ and JAM-A−/− tumor extracts. 

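Gene expression was measured in 6 mammary tumors of mice that carry the polyoma virus middle T oncogene under the MMTV promoter, 3 from JAM-A−/− mice (tumors 5333, 5346 and 5347) and 3 from JAM-A+/+ mice (tumors 5369, 5370 and 5393), resected at an early stage. RNA of each tumor was hybridized to 1 Affymetrix Mouse Gene 1.0 ST array, a one-colour array in which many short probes along the exons of a transcript are summarised into 1 probe set. The labels give a number for each tumor but do not say whether tumors of a group came from separate mice, so the p-values below measure only the spread between these tumors, and 3 arrays per group limit the precision. The submitters' processing notes name RMA in Affymetrix Expression Console 1.1, which corrects the background, normalizes the probes between arrays and gives 1 value per probe set on the log2 scale. The deposited values cover 35557 probe sets and are rounded to 2 decimals. Their medians lay between 6.23 and 6.34 on the 6 arrays, while the distance between the quartiles was 3.41, 3.61 and 3.74 in the JAM-A−/− tumors and 3.27, 3.5 and 3.53 in the JAM-A+/+ tumors. Any pair of tumors of 1 genotype correlated across probe sets at 0.986 to 0.991 and any pair of different genotypes at 0.979 to 0.989, and no 2 arrays held identical values.

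The deposited values were used without further normalization. Each probe set was compared between genotypes with limma, which fits a linear model to every probe set and borrows information on the spread from all of them. A probe set met the signature criteria when the fold change between group means was at least 1.3 in either direction and the unadjusted p was under 0.05. These criteria were read from Table S1, whose entries all meet them, because the paper's text does not describe how the arrays were tested. The platform annotation pairs 21789 probe sets with 1 gene symbol and 1621 with several, and the remaining 12147 are not listed in it and stay unnamed here. A gene is named only from a probe set with 1 symbol. Choices that could change the numbers are the test, the fold threshold, the scaling of the arrays and the probe sets tested.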

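F11r, the gene that encodes JAM-A, had log2 values of 5.91, 5.55 and 6.53 in the 3 JAM-A−/− tumors and of 10.1, 10.23 and 10.47 in the 3 JAM-A+/+ tumors. It fell by 4.27 on the log2 scale (standard error 0.24, adjusted p = 0.00667 from limma). It was the only probe set to pass the Benjamini-Hochberg adjustment over all 35557, while 17 passed with array weights, F11r among them. With tests that use each probe set's own spread alone the adjusted p of F11r was 0.453 (equal variances) and 0.735 (unequal variances). It lay between 0.0507 and 0.0839 without tumor 5333, 5369, 5370 or 5393. Among named genes that met the signature criteria without overlap between the groups, the highest difference was that of Cldn10, a claudin of tight junctions, at 9.46 ± 0.81 (SD, n = 3 tumors) in JAM-A−/− and 7.39 ± 0.33 (SD, n = 3) in JAM-A+/+ tumors, a log2 fold change of 2.07 (standard error 0.38, adjusted p = 0.213 from limma). Next came Scgb1b27, a secretoglobin, at 2.05, Cpm and Cpe, both carboxypeptidases, at 1.95 and 1.94, Atp2a3, a calcium pump of the endoplasmic reticulum, at 1.93, and Dpp10 at 1.84. Pde9a, a phosphodiesterase that degrades cyclic GMP, had a log2 fold change of 1.54 and a small spread (standard error 0.19, adjusted p = 0.178 from limma). Sec14l4, Tfap2b, Slc25a34, Moxd1 and Fgg followed at 1.47, 1.45, 1.44, 1.42 and 1.38. Of these, Sec14l4 was 8.77 in tumor 5333 but 7.26 and 7.2 in the other JAM-A−/− tumors. Slc25a34 was 8.63 in tumor 5347 but 6.26 and 7.76 in the others of that group. In the other direction stood n-R5s136, a 5S ribosomal RNA gene, at -2.08, and Csn1s1, a milk casein, at -1.70. Csn1s1 was 8.28 ± 0.57 (SD, n = 3) in JAM-A−/− and 9.97 ± 1.14 (SD, n = 3) in JAM-A+/+ tumors, with an adjusted p of 0.378 from limma. Its difference leans on tumor 5370, at 11.28, against 9.15 and 9.49 in the other JAM-A+/+ tumors. Mir687 at -1.01, Mmp12, the macrophage metalloelastase, at -0.95, Cyp2d10 at -0.94, Cytip at -0.81, Catspere2 at -0.81, Gm10044 at -0.78, Gm10685 and Gdap10 at -0.77, BC016579 at -0.75 and 2310067E19Rik at -0.75 completed the 12 lowest after F11r. Without array weights none of these 24 genes passed the adjustment over all probe sets with all 6 tumors. With tumor 5333 left out Dpp10 did (2.53, adjusted p = 0.0355) and F11r did not.

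The signature criteria were met by 2952 probe sets, of which 1405 were higher and 1547 lower in JAM-A−/− tumors. Probe sets with 1 gene symbol held 995 of the higher and 141 of the lower ones, and those not listed in the annotation held 333 and 1390. At an unadjusted p under 0.05 stood 3871 probe sets, and the second smallest adjusted p was 0.1. The groups did not overlap for 15.8% of probe sets. Neither value stands out among the 10 ways of splitting these tumors into groups of 3, since another split gave 4287 and 18.87%, while the most that another split gave for the signature criteria was 2660. Over listed probe sets the criteria were met by 1072 higher and 157 lower ones (87.2% higher), but by 395 higher and 422 lower ones (48.3% higher) once these probe sets were quantile-normalized among themselves, a setting chosen after seeing the data. The total of 2952 was 1471 and 1082 with the equal and unequal variances of each probe set alone, 1274 at a fold of at least 1.5 and 5016 without tumor 5333.

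**Figure D1:**
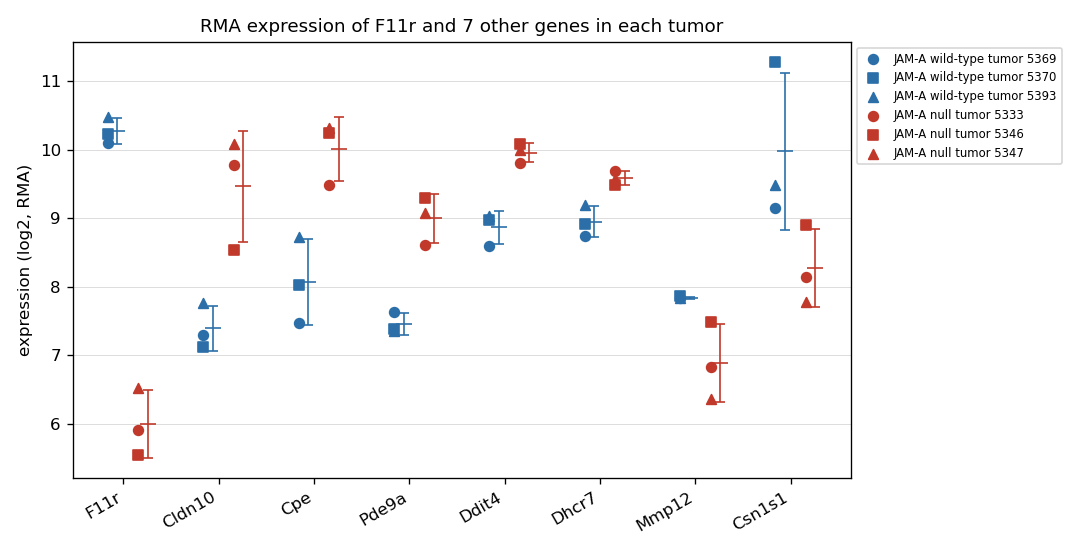
RMA expression on the log2 scale (vertical axis) of F11r and 7 other named genes (horizontal axis) in 3 JAM-A+/+ tumors (blue) and 3 JAM-A−/− tumors (red). Each symbol is 1 tumor, the horizontal ticks are group means and the bars are 1 SD. F11r lies between 5.55 and 6.53 in JAM-A−/− and between 10.1 and 10.47 in JAM-A+/+ tumors, and the groups do not overlap for any of the 8 genes.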

We obtained a gene list of total 547 differentially expressed genes (pset) (the “MMTV-PyVmT/JAM-A−/− signature”) presented in Table S1 Sheet 1. “MMTV-PyVmT/JAMA−/− signature” genes were classified by functional and network annotation by Ingenuity Pathways Analysis (IPA) program and top-ranked classification of the differentially expressed genes was performed. 

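Of the 78 genes that Table S1 places under cell death, cell morphology, growth and proliferation, or movement, 74 could be followed by probe set, and 64 of them met the signature criteria, 55 higher and 9 lower in JAM-A−/− tumors. Of the 69 that the annotation lists, 51 met them higher and 8 lower, but 40 higher and 18 lower with quantile normalization over the listed probe sets. Under cell death, 23 probe sets met the criteria higher and 5 lower among 32 (15 and 8 among 29 under that normalization). They include Igfbp3, an insulin-like growth factor binding protein, at 9.57 ± 0.18 (SD, n = 3 tumors) in JAM-A−/− and 8.58 ± 0.27 (SD, n = 3) in JAM-A+/+ tumors, Dusp6, a phosphatase that inactivates ERK, at a log2 fold change of 0.92, the serine protease Hpn at 0.70, Sprr1a at 0.73, the glycolytic enzyme Pfkm at 0.66 and the growth factor Nrg1 at 0.57. Under cell morphology, 17 met the criteria higher and 2 lower among 22 (12 and 5 among 21), with Stard13 at 0.79, Aldh1a7 at 0.67 and Ptn at 0.83. Under growth and proliferation the counts were 37 higher and 6 lower among 51 (25 and 14 among 48), with Nupr1 at 0.68 and Mest at 0.93. Under movement they were 26 higher and 4 lower among 35 (19 and 9 among 33), with Mmp13, a collagenase, at 0.88 and Sel1l at 0.60. None of the 74, which do not include F11r, passed the limma adjustment over all probe sets. When adjusted over the list alone 68 passed, which is not independent evidence because the study chose these genes on the same tumors.

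Lists of genes chosen for their known function, and not from the signature, were tested as well. Of 29 genes that promote apoptosis, 1 met the criteria, Dap, at a log2 fold change of 0.83 (standard error 0.20, adjusted p = 0.269 from limma), and of 17 that oppose it, also 1, Bag3, at 0.38 (0.25 and no longer meeting them with quantile normalization over the listed probe sets). None of these 46 passed adjusted over the list alone or over all genes. The pro-apoptotic list had a median log2 fold change of 0.07 and an adjusted p of 0.851 from camera, a test in limma of whether a list moves relative to other genes, and the anti-apoptotic list 0.11 and 0.74, and with quantile normalization over the listed probe sets both medians lay below 0, at -0.02 and -0.03. Of 17 targets of p53, Plk2 at 0.98 and Perp at 0.52 met the criteria, none passed adjusted over the list alone, and the list was called higher (median 0.20, camera adjusted p = 0.016, adjusted p = 0.759 with an estimated correlation). Without tumor 5346 its camera adjusted p was 0.0812, and without tumor 5370 it was 0.0655. The call also ended with quantile normalization between all arrays (adjusted p = 0.102) and without the 40% dimmest probe sets (adjusted p = 0.06), and with quantile normalization over the listed probe sets the median was 0.08 and Perp, at 0.31, no longer met the criteria.

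Of 27 tight junction genes, Cldn10 and Jam2, a relative of JAM-A, met the criteria higher (Jam2 at 0.61) and both passed adjusted over the list alone. The list's median was 0.05 but its camera direction was lower than other genes, at an adjusted p of 0.478, at 0.0241 with a median of -0.11 under that normalization, and at 0.00214 with a median of -0.06 with quantile normalization between arrays. Without tumor 5369 the adjusted p was 0.0495, and with an estimated correlation in the deposited values it was 0.966. Of 20 adherens junction and desmosome genes, 4 met the criteria higher, Dsc2 at 0.41, Cdh3 at 0.49, Nectin4 at 0.56 and Pkp1 at 0.41, and none passed adjusted over the list alone (list median 0.17, camera adjusted p = 0.0555, or 0.0132 with array weights, 0.0124 without tumor 5333, 0.0459 without tumor 5393 and 0.792 with an estimated correlation, with a median of 0.05 under that normalization, where Dsc2, Nectin4 and Pkp1 no longer met the criteria). Of 21 integrin and focal adhesion genes, Itga3 met the criteria at 0.46 (0.32 and not under that normalization) and none passed adjusted over the list alone (median 0.11, or -0.04 under that normalization, camera adjusted p = 0.685, and 0.966 with an estimated correlation). Without tumor 5333 it was called higher (median 0.27, adjusted p = 0.0301). Of 18 genes of epithelial-mesenchymal transition, Tnc at 0.90 and Foxc2 at 0.39 met the criteria (Foxc2 not under that normalization), none passed adjusted over the list alone, and the list was called higher (median 0.37, camera adjusted p = 0.00573, adjusted p = 0.759 with an estimated correlation). That call ended without tumor 5369 (adjusted p = 0.211) and without tumor 5346 (adjusted p = 0.0659). Markers of fibroblasts had a median of 0.35 (camera adjusted p = 0.00915, adjusted p = 0.793 with an estimated correlation), and their call ended without tumor 5369 too (adjusted p = 0.547).

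**Figure D2:**
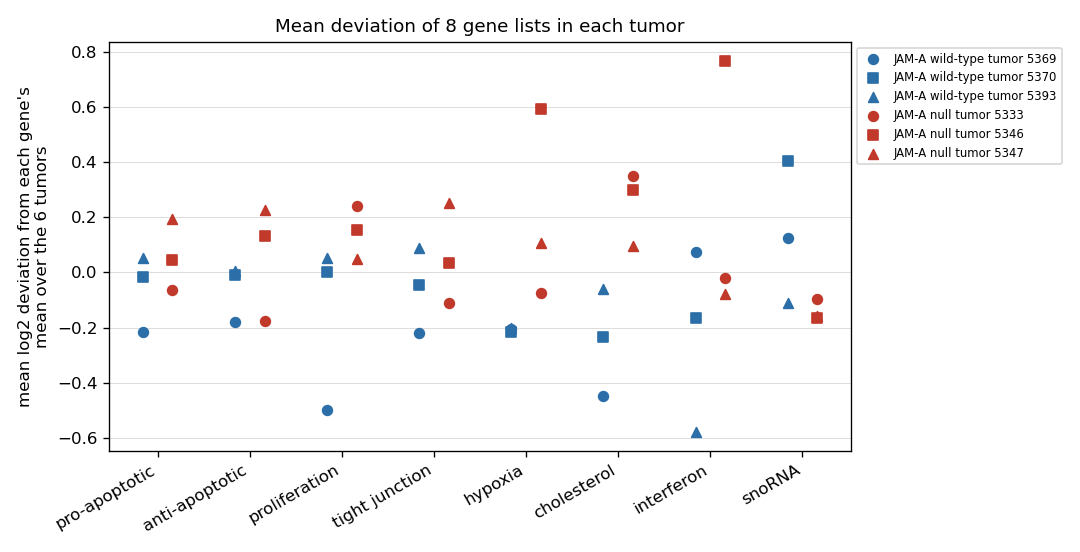
Mean log2 deviation of each of 8 gene lists from each gene's mean over the 6 tumors (vertical axis), by list (horizontal axis), in 3 JAM-A+/+ tumors (blue) and 3 JAM-A−/− tumors (red). Each symbol is 1 tumor. The cholesterol and hypoxia lists separate the genotypes and the other 6 do not, the hypoxia and interferon lists are highest in tumor 5346 (0.59 and 0.77), and the proliferation list is lowest in tumor 5369 (-0.50).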

The functional classification indicates that genes involved in apoptosis, cell morphology, cell growth and movement are grouped at the top of the list (Table S1, Sheet 2 “Functional classification” and Sheet 3 “Network Classification”). We then analyzed GSEA by using MMTV-PyVmT/JAM-A−/− signature and G1–G3 human breast tumor published data set derived from the studies of Ivshina et al [25]. Interestingly, from GSEA analysis we found that the genes over expressed by MMTV-PyVmT/JAM-A+/+ mice tumors are also over expressed in human G3 tumors, whereas genes over expressed by JAM-A−/− mice tumors are over expressed in human G1 tumors (Table S2, Sheet 1 “GSEA Dataset G3 vs G1” and Sheet 2 “GSEA Dataset G3 vs G1 overlap”).

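The 63 mouse probe sets that Table S2 marks as high in human G1 tumors, the well differentiated grade, were all higher in JAM-A−/− tumors and all met the signature criteria, at log2 fold changes of 0.43 to 1.94 and a median of 0.60. They include Cpe, Acta2, the smooth muscle actin, at 9.72 ± 0.18 (SD, n = 3 tumors) in JAM-A−/− and 8.82 ± 0.15 (SD, n = 3) in JAM-A+/+ tumors, Ddah1, which degrades methylated arginine, at 10.27 ± 0.36 and 9.17 ± 0.14 in the same order (adjusted p = 0.208 from limma), Cyp26a1, which degrades retinoic acid, at a log2 fold change of 0.78, Hpn and Stard13. Of the 32 probe sets marked as high in G3 tumors, the poorly differentiated grade, 31 were lower in JAM-A−/− tumors, at a median of -0.34, and 12 of these met the criteria. The number moves with the scaling, to 26 with quantile normalization between arrays, 7 with centring on each array's median, and 28 of the 29 listed ones with quantile normalization over the listed probe sets, against 10 of these 29 in the deposited values. Under the last normalization 53 of the 61 listed G1-marked probe sets met the criteria. The 12 G3-marked ones include F11r itself, Mmp12, Cytip, Taf1d, a factor of RNA polymerase I, at -0.53 and Cdk6, a kinase that drives entry into the cell cycle, at -0.39. The probe set marked G3 but higher in JAM-A−/− tumors was 1 of Uck2, a uridine-cytidine kinase, at 0.74. None of the 63 passed the limma adjustment over all probe sets, and of the 32 only F11r did. Adjusted over the list alone, all 63 and 11 of the 32 passed. Both sets were taken from the signature of these tumors, so their direction in the mouse is not independent evidence of it. The human tumors were not analysed here. From the overlap of the signature with the genes that separate human G3 from G1 tumors, tested by GSEA, the paper reports that what is over expressed in JAM-A+/+ tumors is over expressed in human G3 tumors too, and what is over expressed in JAM-A−/− tumors in human G1 tumors, and in its discussion takes this as further support for the concept of an association between JAM-A expression and a poor prognosis signature.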

### JAM-A is a negative prognostic factor in human breast tumor patients

Expression JAM-A was determined in a case-control study composed of a total of 444 breast tumor samples, arrayed into 5 different TMAs (Table S3) [17]. We classified the tumors in two major groups for expression of JAM-A: negative (tumors where JAM-A is absent) versus positive (tumors with different degrees of JAM-A expression (Fig. 5A). Clinico-pathological associations are summarized in Table 1. JAM-A expression positively correlates with tumor stage (p = 0.002), nodal status (p = 0.001), Elston Grade (p = 0.024) and Poor Prognosis Group according to the Nottingham Prognostic Index (NPI) (p<0.001); Ductal Tumors tend to form glandular structures, whereas lobular tumors are less cohesive and invade in single file. In line with this notion, JAM-A expression is frequently abrogated in Lobular Breast Carcinomas in comparison to Ductal Carcinomas (p = 0.007). In univariate analysis, JAM-A expression significantly correlated with a higher risk of developing a breast-related event (Table 2). However in a multivariate analysis in which all events were evaluated in relation to relevant prognostic factors, such as pathological stage, tumor grade, estrogen receptor expression, nodal status, Ki67 and Her2/Neu expression, JAM-A lost its predictive power (Table 2).

**Figure 5:**
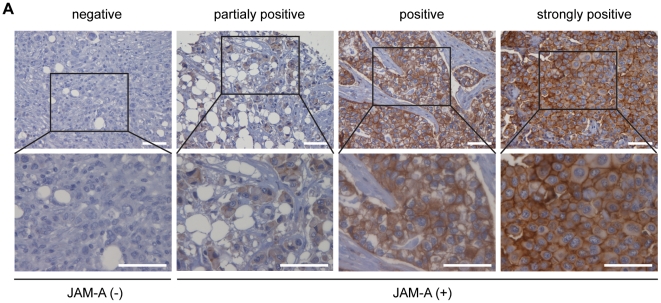
Association of JAM-A expression and prognosis in clinical samples. A) A total 444 human breast cancer were examined. Scores were evaluated on the level of JAM-A expression at cell membrane. Tumors were divided in *JAM-A negative* when no JAM-A was detected and *JAM-A positive* when JAM-A staining, either complete or incomplete, was present on the membrane of more than 10% of tumor cells. Scale bar; 200 µm.

**Table 1:** Correlation of JAM-A expression and clinicopathological parameters in invasive breast carcinomas.

JAM_A	NEG	POS	OR (C.I.)	Pvalue
**PATIENTS**	**273**	**135 (33.1%)**		
**AGE**				
<50	126	70 (35.7%)		
> = 50	147	64 (30.3%)	0.784 ( 0.517–1.185 )	0.249
**HISTOTYPE**				
Ductal	216	**120 (35.7%)**		
Lobular	51	11 (17.7%)	0.388 ( 0.186–0.747 )	**0.007**
**pT**				
1	162	59 (26.7%)		
2–4	99	**70 (41.4%)**	1.941 ( 1.268–2.984 )	**0.002**
**LN**				
Neg	160	54 (25.2%)		
Pos	113	**80 (41.5%)**	2.098 ( 1.381–3.207 )	**0.001**
**GRADE**				
G1	57	16 (21.9%)		
G2	102	50 (32.8%)	1.417 ( 1.041–1.945 )	0.093
G3	78	47 (37.6%)	2.009 ( 1.084–3.786 )	**0.024**
**ER**				
<10%	72	45 (38.5%)		
> = 10%	188	84 (30.9%)	0.715 ( 0.455–1.128 )	0.146
**PGR**				
<10%	99	62 (38.5%)		
> = 10%	155	67 (30.2%)	0.69 ( 0.45–1.059 )	0.089
**ERBB2**				
Neg	215	106 (33%)		
Pos	32	24 (42.9%)	1.521 ( 0.847–2.705 )	0.155
**Ki67**				
<16%	122	55 (31.1%)		
> = 16%	132	74 (35.9%)	1.244 ( 0.812–1.911 )	0.317
**NPI**				
GPG	87	23 (20.9%)		
MPG	91	46 (33.6%)	1.912 ( 1.079–3.459 )	0.029
PPG	44	**38 (46.3%)**	3.267 ( 1.75–6.219 )	**<0.001**

TMA (Immunohistochemical-Tissue Micro Array (IHC-TMA). Odds ratio (OR) and 95% Confidence Intervals (CI) were obtained from logistic regression models. Note that the number of scored cases is lower that the total number of cases since: i) in some cases, individual cores detached from the slides during the manipulations; ii) clinical information was not available for all patients. In tumor tissues the IHC signals were associated with the tumor cell component and not with the adjacent or infiltrating stroma. Nottingham Prognostic Index (NPI) combines nodal status, tumor size and histological grade. According to NPI's score patients can be divided into 3 class: Good Prognosis Group (GPG), Moderate Prognosis Group (MPG) and Poor Prognosis Group (PPG). Primary tumor size according to the TNM staging system, pT; Estrogen receptor, ER; Progesterone receptor, PGR. LN: Lymph Node status.

**Table 2:** Univariate and multivariate analyses of JAM-A expression in breast cancer case-control datasets.

CASE-CONTROL COHORT (N = 444)				
ALL EVENTS	Univariate		Multivariate	
	*OR (95% CI)	*P*	*OR (95% CI)	*P*
**JAM-A Pos. vs. Neg.**	**1.593** (1.05–2.42)	**0.028**	1.474 ( 0.81–2.69 )	0.205

All events, loco-regional relapse, distant metastasis or controlateral breast cancer; distant events, distant metastasis. Odds ratio (OR) and 95% Confidence Intervals (CI) were obtained from logistic regression models and adjusted for age, pathological stage, histotype, tumor grade, hormone-receptor status, nodal status, Ki-67, NPI and ErbB2 expression in the multivariate analysis.

## Discussion

The results presented here show that JAM-A is a negative prognostic factor for murine and human mammary tumor growth. This conclusion is supported by a different and complementary set of results. In MMTV-PyVmT mammary tumor mouse model, genetic ablation of JAM-A leads to a significant delay in tumor appearance and growth. The number of metastasis tends to be lower in absence of JAM-A, although the difference is not significant (Fig. 1). Since the incidence of metastasis correlates with tumor size, it is likely that the lower incidence of metastasis is a consequence of a smaller tumor size.

In a previous work we found that the absence of JAM-A inhibited the growth of Rip1Tag2 carcinoma [9]. This effect was mediated by the immune reaction of the stroma since these particular tumor cells do not express JAM-A. However, in MMTV-PyVmT tumor model the immune and inflammatory cell infiltrate was very poor and, in absence of JAM-A, we could not observe significant differences in dendritic cell and monocyte infiltration. The number of infiltrating CD4+ and CD8+ cells was increased in JAM-A null tumors but the difference was not statistically significant. Overall, we cannot exclude that the immune reaction may contribute to reduced tumor progression in JAM-A−/− mice but it is hard to attribute only to this effect the observed reduction in tumor size. In contrast to Rip1Tag2, MMTV-PyVmT tumor cells are positive for JAM-A. Normal mammary gland and ductal epithelium express relatively high amounts of JAM-A (Figure S1) which is maintained high in tumor cells. We found that in MMTV-PyVmT/JAM-A−/− tumors and tumor cells derived from them, apoptosis was markedly increased. The anti apoptotic effect of JAM-A was also apparent in the mouse breast tumor cell line 4T1 when JAM-A was blocked by a specific antibody.

An important issue is the definition of the mechanism of action of JAM-A in protecting tumor cells from apoptosis. A correct organization of cell to cell junctions induces cell resistance to apoptotic stimuli through activation of different pathways [24], [26], [27], therefore agents able to dismantle intercellular junctions increase cell sensitivity to apoptosis. We report that JAM-A disrupts junction architecture. Furthermore, apoptosis was increased at the JAM-A+/+ tumor invasive front *in vivo* where JAM-A expression is also decreased. Consistently, genetic ablation of JAM-A increased apoptosis not only at the invasive front but also diffusely in all tumor cells.

The block of JAM-A decreases 4T1 cell number at 48 hours when the difference in apoptosis is still undetectable. The reduction in cell number is apparent only in absence of serum but not when cells are grown in complete medium (Fig. 2B and C). This suggests that inhibition of JAM-A may reduce cell growth when cells are in starvation.

However, since at 48 hours of starvation cells also show signs of partial retraction we cannot exclude that the observed reduction in cell number is due to cell detachment. Other authors have shown that, when JAM-A expression or activity is reduced in cultured mammary tumor [10] and renal carcinoma cells [20], the cells detach more easily from a monolayer and migrate more efficiently. These observations have been interpreted as increased tumor cell invasive and metastatic capacity but direct *in vivo* data in preclinical models have not been reported in these papers. As shown here the lack of JAM-A and the consequent alterations in junction organization leads to increased cell migration but also sensitivity to apoptosis. The final balance of these two aspects of JAM-A activity may determine the overall tumor cell dissemination *in vivo*.

In the epithelium of the mouse mucosa abrogation of JAM-A expression increased permeability and cell sensitivity to pro apoptotic inflammatory stimuli. In these cells the absence of JAM-A did not severely affect junctions organization in normal conditions but exacerbated the effects of inflammatory agents in bowel disease [7], [8]. As reported here, in normal mammary glands and more dramatically in breast cancer cells, in absence of JAM-A, junctions were altered. Cancer cell junctions are relatively poorly organized and it is not surprising that the decrease/abrogation of expression of a junctional component, such as JAM-A, induces more dramatic effects than in normal epithelial cells.

The data presented here using a preclinical model are consistent with the results obtained by TMA analysis of a group of 444 patients' specimens. Through this analysis we found a significant correlation between JAM-A expression and a poor tumor prognosis. McSherry et al. [11] observed a similar type of correlation in a group of 270 patients with invasive breast cancer, while Naik et al. [10] found an opposite correlation between JAM-A expression and tumor invasion in 12 tumors and their corresponding non neoplastic tissue as well as 50 malignant and their corresponding metastatic lymph node samples. Taking into consideration the larger data set of McSherry et al. [11], the present work (270 and 444 patients respectively) and the association of clinicopathological data, we feel rather confident that in a majority of cases high JAM-A expression is a prognostic factor of a poor patient outcome.

A further support to this conclusion comes from GSEA. Comparison of gene expression profiles of JAM-A+/+ and −/− tumors and the G1–G3 human breast tumor published data [25] shows that genes over expressed by MMTV-PyVmT/JAM-A+/+ mice tumors are also over expressed in human G3 tumors, whereas genes over expressed by JAM-A−/− mice tumors are over expressed in human G1 tumors. This analysis further supports the concept that JAM-A expression is associated with a “poor prognosis signature”. 

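A list of 43 measured proliferation genes known to be high in high-grade tumors, chosen for their function and not from the signature, can be set beside this comparison. Of them 41 had a log2 fold change above 0 in JAM-A−/− tumors, where 14307 of all 19938 genes (71.8%) did, 8 met the signature criteria higher and none lower, with Aurka, a mitotic kinase, at 0.54, Spag5 at 0.73, Birc5, which encodes survivin, at 0.44 and Kif20a at 0.42. None passed the limma adjustment over all probe sets or adjusted over the list alone. The list's median was 0.30 and its camera adjusted p was 8.81e-05, with an adjusted p of 0.792 with an estimated correlation. With quantile normalization over the listed probe sets, chosen after seeing the data, 34 lay above 0, where 50.6% of all genes did. The median was then 0.17, the camera adjusted p was 0.000508, and Birc5 and Kif20a no longer met the criteria. The mean deviation of the list was 0.24, 0.15 and 0.05 in the JAM-A−/− tumors and -0.50, 0.003 and 0.05 in the JAM-A+/+ tumors, and the call ended without tumor 5369 (median 0.12, adjusted p = 0.0958) and without tumor 5333 (median 0.24, adjusted p = 0.202). None of the 43 is among the genes of Table S1. Of 12 genes of hormone-responsive luminal cells, 3 met the criteria higher, Xbp1 at 0.44, Esr1, the estrogen receptor, at 0.38 and Prom1 at 1.09, and 1 passed adjusted over the list alone (list median 0.20, camera adjusted p = 0.079, or 0.041 with array weights and 0.0481 with quantile normalization over the listed probe sets, where Xbp1 and Esr1 no longer met the criteria). With 1 tumor left out the adjusted p was 0.0173 (without 5369) to 0.317 (without 5370), and with an estimated correlation it was 0.759.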

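Table S2 marks 63 mouse gene symbols as high in G1 and 31 as high in G3 human tumors, and 0 symbols carry both marks. Both marks come from the same comparison of G3 with G1 tumors, which leaves little room for a symbol with both. In these 6 tumors the lowest log2 fold change of a G1-marked probe set was 0.43, while the highest of a G3-marked one, apart from the higher probe set of Uck2, was -0.23. A gap around 0 follows from the fold threshold of the signature, which was chosen on these tumors. Neither value is therefore independent evidence that the sets do not overlap. Uck2 has a pair of G3-marked probe sets that disagree, 1 higher in JAM-A−/− tumors at 0.74 and 1 lower at -0.32, of which the second did not meet the signature criteria.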

Interestingly, essentially no overlapping between G1 and G3 genes was observed comparing JAM-A+/+ and −/− tumors.

McSherry et al. [11], [28] and Gotte et al. [29] found that mammary tumor cell lines have a reduced motility when JAM-A is low and this effect was attributed to a lower expression of β1 integrins [11], [28]. Integrins can also transfer anti apoptotic signals and we cannot exclude that changes in β1 integrin expression could further contribute to JAM-A mediated anti apoptotic activity. In the present work in both MMTV-PyVmT derived tumor cells or 4T1 cell lines we observed increased and not decreased migration and we did not detect a significant change in β1 expression levels (Figure S4B). This discrepancy may be easily attributed to the different cell lines used and, possibly, to a different set of integrins expressed [18], [19], [22].

In conclusion, *in vitro* and *in vivo* data, using a genetic mammary tumor model or analyzing a large group of patient specimens, are all consistent with a negative prognostic role of JAM-A expression in breast cancer. We propose that this effect is due, at least in part, to the protective effect of JAM-A on tumor cell apoptosis and is likely correlated to disruption of a correct junction organization. The mechanisms through which tumor cells maintain high JAM-A during tumor progression remains to be defined. However, a recent publication [29] shows that JAM-A is a target for miR-145 which, in turn, is downregulated in breast cancer cells. These data may, therefore, explain the high levels of JAM-A in this particular type of tumor.

## Supporting Information

Figure S1 **JAM-A is expressed both in wild type and MMTV-PyVmT mice mammary tumors by immunohistological analysis of tissue samples.** (A) JAM-A is expressed in epithelial of JAM-A +/+ mammary gland mice (left panel) and not in that of JAM-A −/− mice (right panel). Scale bar 200 µm. (B) JAM-A is expressed in epithelial of normal mammary gland (left panel) and MMTV mammary tumor (right panel). Scale bar 100 µm. (C) JAM-A is expressed in primary mammary tumor, metastatic lymph nodes and metastatic lung tumor. Scale bar 400 µm.
(TIF) Click here for additional data file.

Figure S2 **Mammary tumor weight positively correlates with lung metastasis in MMTV-PyVmT mice, but JAM-A expression does not affect this parameter.** Relationship between primary mammary tumor size and lung metastases of MMTV mice with or without JAM-A. Primary mammary tumor weight and lung metastases are positively correlated both in MMTV-PyVmT/JAM-A+/+ and in MMTV-PyVmT/JAM-A−/− mice but the lung metastatic ratio show no significant difference between these groups.
(TIF) Click here for additional data file.

Figure S3 **Immunohistological analysis of MMTV-PyVmT/JAM-A−/− or JAM-A+/+ tumors.** A) Vascular density evaluated by PECAM-1 staining of vessels was not significantly different in JAM-A +/+ and −/− tumors (46252±2776 versus 49838±4311 µm^2^/mm^2^ p = 0.488; means ± SEM) Scale bar; 100 µm. B) No significant difference were observed in infiltration of CD11c- and MHC-II-positive dendritic cells, F4/80-positive macrophages and CD4- and CD8-positive leukocytes in MMTV-PyVmT/JAM+/+ or −/− tumors. (CD11c-positive cells, 723±49.33 vs 674.47±49.08 cells per mm^2^ p = 0.489; MHC-II-positive cells 417.8±31.12 vs 423.73±48.03 cells per mm^2^ p = 0.918; F4/80-positive cells 643.73±43.61 vs 669.27±42.40 cells per mm^2^ p = 0.677; CD4-positive cells 46.2±5.84 vs 64.8±8.58 cells per mm^2^ p = 0.080; CD8-positive cells 20.33±3.60 vs 28.87±4.69 cells per mm^2^ p = 0.156. Data represent means ± SEM).
(TIF) Click here for additional data file.

Figure S4 **Characterization of mammary cells.** A) JAM-A expression in 4T1 cells by Western blot analysis. Data show that 4T1 cells express a comparable level of JAM-A as compared to wild type endothelial cells (EC). The specificity of the Ab (BV11) was indicated by lack of staining of EC from JAM-A−/− mice [18]. B) Western blot analysis shows that cultured MMTV-PyVmT/JAM-A+/+ mammary tumor cells express JAM-A in sparse and confluent conditions. As expected, JAM-A staining was absent in cells derived from tumors of JAM-A null mice. Integrin β1 chain or E-cadherin were not significantly changed in the presence or absence of JAM-A.
(TIF) Click here for additional data file.

Figure S5 **Inhibition of JAM-A expression affects the organization of cell-cell junctions of mammary gland, but does not affect apoptosis.** A) Immunofluorescence staining of E-cadherin and TUNEL. While in JAM-A+/+ mammary glands epithelial cells present a continuous junctional staining of E-cadherin at intercellular contacts (a, a″), in JAM-A−/− mammary glands the distribution of this marker was more discontinuous (b, b″). No differences of the TUNEL staining have been observed (a′, b′). Scale bars: 100 µm (a, a′,b, b′) and 10 µm (a″, b″).
(TIF) Click here for additional data file.

Table S1 **Characterization of MMTV-PyVmT JAM-A−/− signature.** “MMTV-PyVmT JAM-A-signature” sheet: This file lists the probesets of the MMTV-PyVmT/JAM-A−/− signature. For each entry, the following information is reported (from left to right): (1) probeset (corresponding to the detecting probeset on Affymetrix GENE 1.0 ST Mouse GeneChips), (2) GenBank accession number of the corresponding gene, (3) Gene Symbol, (4) regulation, the criteria to designate a probeset as JamA− (MMTV-PyVmT/JAM-A−/−) up or down versus JamA+ (MMTV-PyVmT/JAM-A+/+). Genes were considered upregulated (upregulated in MMTV-PyVmT/JAM-A−/−, highlighted in red) or downregulated (upregulated in MMTV-PyVmT/JAM-A+/+, highlighted in green), (5) FC (fold-change) in the JamA-/JamA+ comparison, across all samples, (6) P-value of FC in the JamA-/JamA+, (7) Description of gene. “Functional classification” sheet: This file reports the functional annotation of genes of the MMTV-PyVmT JAM-A-signature. “Network classification” sheet: This file reports the network annotation of genes of the MMTV-PyVmT JAM-A-signature.
(XLS) Click here for additional data file.

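For the 547 probe sets of Table S1 the direction computed from the deposited values was that of the table in all 547. The log2 fold changes correlated across probe sets at 0.996, where probe sets are not independent replicates, and the values from the deposited data lay above those of the table by a median of 0.08. The signature criteria were met by 432 of the 547, of which 242 were among the 244 higher and 190 among the 303 lower in JAM-A−/− tumors. Among the higher ones were Cpe, Pde9a, Ddah1 and Igfbp3, and among the lower ones F11r, Mmp12 and Cytip. For F11r the paper's reported fold is 21.1, and that of the deposited values was 19.3. The F11r values of the JAM-A−/− tumors, 5.55 to 6.53, lay around the medians of the arrays and the deposited values carry no measure of background, so that either fold may be a lower bound. The annotation lists 417 of the 547 probe sets, and the other 130 are unnamed here.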

Table S2 **“GSEA Dataset G3 vs G1” sheet: Genes of the overlap between MMTV-PyVmT JAM-A-signature and enriched genes in G3 versus G1 tumors of Ivshina data set.** For each entry, the following information is reported (from left to right): (1) Mouse Gene Symbol from MMTV-PyVmT JAM-A- signature, (2) GenBank accession number of the corresponding gene, (3) Ratio in the JamA-/JamA+, (4) FC (fold-change) in the JamA−/JamA+ comparison, (5) P-value of FC in the JamA−/JamA+ (6) Human Symbol (Ivshina data set corresponding to the detecting probeset on Affymetrix GENE 1.0 ST Mouse GeneChips) (7) U133 Probe Set (of Ivshina affimetrix HG-U133 Human GeneChips), (8) GSEA ENRICHMENT, genes with a “Yes HIGH in G1” gene in high expression in G1 breast tumor or a “Yes HIGH in G3” gene in high expression in G3 breast tumor. “GSEA Dataset G3 vs G1 overlap” sheet: Selected from overlap genes between MMTV-PyVmT JAM-A- signature and G3 or G1 upregulated genes from sheet “GSEA Dataset G3 vs G1”.
(XLS) Click here for additional data file.

Table S3 **Clinical and pathological information of the case-control dataset of breast cancer patients.** The clinical and pathological information of the patients of the case-control dataset is reported. Disease recurrence (all events and distant events) was within 7 years. For some patients not all information was available. Nottingham Prognostic Index (NPI) combines nodal status, tumor size and histological grade. According to NPI's score patients can be divided into 3 classes: Good Prognosis Group (GPG), Moderate Prognosis Group (MPG) and Poor Prognosis Group (PPG). Primary tumor size of WHO classification, pT; Estrogen receptor, ER; Progesterone receptor, PGR.
(DOC) Click here for additional data file.

# Supplementary material for: Abrogation of Junctional Adhesion Molecule-A Expression Induces Cell Apoptosis and Reduces Breast Cancer Progression
**Source:** PLoS One. 2011 Jun 17;6(6):e21242. doi: 10.1371/journal.pone.0021242
**Supplement:** Table S3 — Clinical and pathological information of the case-control dataset of breast cancer patients. The clinical and pathological information of the patients of the case-control dataset is reported. Disease recurrence (all events and distant events) was within 7 years. For some patients not all information was available. Nottingham Prognostic Index (NPI) combines nodal status, tumor size and histological grade. According to NPI's score patients can be divided into 3 classes: Good Prognosis Group (GPG), Moderate Prognosis Group (MPG) and Poor Prognosis Group (PPG). Primary tumor size of WHO classification, pT; Estrogen receptor, ER; Progesterone receptor, PGR.

**Supplemental table 3.** *Clinical and pathological information of the case-control dataset of breast cancer patients.*

| **PARAMETER** | **GROUP** | **CASE-CONTROL COHORT (N = 444)** | |
| --- | --- | --- | --- |
| **N** | **%** |
| **Age** | *< 50* | 207 | 46.7 |
| *≥ 50* | 236 | 53.3 |
| **Histotype** | *Ductal* | 363 | 81.9 |
| *Lobular* | 70 | 15.8 |
| *Other* | 10 | 2.3 |
| **pT** | *1* | 250 | 58.7 |
| *2* | 148 | 34.7 |
| *3* | 20 | 4.7 |
| *4* | 8 | 1.9 |
| **Nodal Status** | *Neg* | 246 | 55.5 |
| *Pos* | 197 | 44.5 |
| **GRADE** | *1* | 80 | 21.1 |
| *2* | 167 | 44.1 |
| *3* | 132 | 34.8 |
| **ER** | *< 10%* | 130 | 30.6 |
| *≥ 10%* | 295 | 69.4 |
| **PgR** | *< 10%* | 173 | 42.0 |
| *≥ 10%* | 239 | 58.0 |
| **Ki-67** | *< 16%* | 196 | 47.6 |
| *≥ 16%* | 216 | 52.4 |
| **ErbB2** | *Low* | 345 | 85.6 |
| *High* | 58 | 14.4 |
| **NPI** | *GPG* | 125 | 36.0 |
| *MPG* | 139 | 40.1 |
| *PPG* | 83 | 23.9 |
| **ALL EVENT (ANY)** | *event* | 211 | 47.5 |
| *no event* | 233 | 52.5 |
| **DISTANT EVENT** | *event* | 121 | 27.3 |
| *no event* | 323 | 72.7 |

How the deposited data were processed for this re-analysis (not part of the article)

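RNA from 6 early mammary tumors of MMTV-PyVmT mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per tumor, with 3 JAM-A−/− tumors (5333, 5346 and 5347) and 3 JAM-A+/+ tumors (5369, 5370 and 5393). Tumors were grouped by the title and genotype of their labels. The tissue label of tumor 5347 leaves out that it lacks JAM-A, while its title and genotype state it. The deposited values are log2 expression values that the authors made with RMA in Affymetrix Expression Console 1.1, as the submitters' processing notes name it, and they are rounded to 2 decimals. RMA scales the probes of all arrays to 1 distribution before it summarises them, so the values carry no information on the total amount of RNA. The settings of that step and any filter on probe sets are not given in the sources used here. An array gives no read count, and its precision is limited by the number of arrays. The paper names JAM-A+/+ littermates as controls, but no litter is assigned to single arrays, no batch or scan date is given for them, and the tumor numbers do not pair the groups.

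From the log2 values, fold changes, standard errors and p-values were computed here for 35557 probe sets with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes with default settings, 3 against 3 tumors, no covariate, Benjamini-Hochberg adjustment over all probe sets). A probe set met the signature criteria at a fold change of at least 1.3 and an unadjusted p under 0.05, thresholds read from Table S1. Differences are given as JAM-A−/− minus JAM-A+/+. With 3 tumors per group the smallest p of an exact permutation test of 1 gene is 0.1. The platform annotation pairs 21789 probe sets with 1 gene symbol, 1621 with several and does not list 12147. Symbols were checked through gene identifiers against the RefSeq gene table of assembly GRCm38.p6, which was used only for names and for the order of genes along chromosomes, so no coordinates are given, and 21698 probe sets were matched in this way.

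Gene lists were tested on 1 probe set per gene, the one with the highest mean over the 6 tumors, for 19938 genes, leaving out F11r. Camera of limma was run with its preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 32 lists with at least 4 measured genes, and again with the correlation estimated for each list. The 33 lists were genes that promote or oppose apoptosis, p53 targets, proliferation genes, hormone-responsive luminal genes, tight junctions, adherens junctions and desmosomes, integrins and focal adhesion, epithelial-mesenchymal transition, hypoxia, cholesterol synthesis and uptake, the unfolded protein response, the interferon response, oxidative phosphorylation, ribosomal proteins, small nucleolar RNAs, olfactory receptors, and markers of endothelium, pericytes and smooth muscle, fibroblasts, basal and luminal epithelium, milk, macrophages, dendritic cells, T cells, B cells, adipocytes, skeletal muscle, red blood cells, salivary gland, keratinocytes and Schwann cells. Genes near F11r were the 100 measured genes on each side of it on chromosome 1, compared with all other placed genes by Fisher's exact test, two-sided. The genes of Tables S1 and S2 were followed by probe set, without a test of enrichment, and the human tumors of the grade comparison were not analysed here.

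Genes named in the text were chosen by a rule fixed, like the lists, tests and most alternatives, before the data were examined, at a time when the values of Tables S1 and S2 had been seen. The rule takes F11r and the measured genes that the paper names, the 12 highest and 12 lowest log2 fold changes among probe sets with 1 symbol that met the criteria and whose groups did not overlap, up to 4 members of each list that met the criteria by smallest p or else 2 members by smallest p, 6 genes of each functional category and grade mark by smallest p, and every gene near F11r that met the criteria. F11r was left out of the 12 lowest because it is named already, which the rule did not state, so 2310067E19Rik, the last of them, goes beyond the rule.

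The steps were tested on simulated data of the same 35557 probe sets with 200 of them changed. At a simulated fold of 1.5, 47 of 50 changed probe sets met the criteria and 4 passed the adjustment, and at a fold of 2 these were 50 and 41 of 50. Of 35357 unchanged probe sets, 911 met the criteria by chance. In a simulated shift of the hypoxia list, that list was called and 1 other of the 32 was called too. These simulated counts do not give the rate of chance calls in the real tumors. There, the other groupings of the tumors gave 508 to 2660 probe sets meeting the criteria and 8 to 21 lists called. The correlation estimated for the hypoxia list in the real tumors was 0.483, against the preset 0.01. The alternatives were an equal-variance and a Welch test, an intensity trend with a robust prior, array weights, quantile normalization between arrays, centring on the median of each array, leaving out the 40% dimmest probe sets, only probe sets with 1 symbol, other fold thresholds, other windows around F11r, leaving those neighbours out, fry of limma for the lists, which tests them against no change and not against other genes, the mean of a gene's probe sets, and leaving out each tumor in turn. Quantile normalization over the listed probe sets alone was added after seeing the data.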

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

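The tests of both forms of signal scale, of probe sequence variants and of flanking DNA were chosen only after the results they bear on had been seen. These 3 results concern genes that the paper does not discuss. Among the 200 measured genes nearest to F11r on chromosome 1, 20 met the signature criteria, 19 of them higher in JAM-A−/− tumors, against 1039 of 19716 other genes (odds ratio 2.0, 95% interval 1.19 to 3.19, Fisher's exact p = 0.00632). The higher ones were Ifi202b at a log2 fold change of 0.98 and Ifi203 at 0.92, both interferon-inducible genes, Atp1b1 at 0.85, Uck2 at 0.74, Fmn2 at 0.63, Olfml2b at 0.62, Pex19 at 0.61, Igsf8 at 0.60, Nectin4 at 0.56, Aldh9a1 at 0.53, Rxrg at 0.50, Fmo2 at 0.49, Usf1 at 0.47, Fh1 at 0.46, Psen2 at 0.44, Olfr1404 at 0.43, Sdhc at 0.42, Hsd17b7 at 0.41 and Kif26b at 0.39, and the lower one was Catspere2. Of 15927 windows of 200 neighbouring genes across the genome, 10.3% held as many, and the fullest held 48. A knocked-out gene bred into another strain can keep DNA of the first strain around it, and while the paper names JAM-A+/+ littermates as controls, the strain background and the number of backcrosses are not given in the sources used here.

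Against probe sequence variants that lower the signal of the null allele as the whole cause speaks that, after quantile normalization over the listed probe sets, 1 of the 12 calls was lower in JAM-A−/− tumors (8.33%, 95% exact interval 0.211 to 38.5%). Variants that lower the signal of the wild-type allele were not tested, and the direction of the calls cannot exclude them. Against a signal scale shared by all probe sets of an array as the whole cause speaks that the odds ratio was 2.43 (interval 1.38 to 4.03) after quantile normalization between arrays and 1.93 (interval 1.26 to 2.87) after centring on each array's median. For a scale of the listed probe sets alone the test does not decide, since after quantile normalization over them the odds ratio was 1.88 with an interval of 0.951 to 3.39, which reaches below 1, while Fisher's exact p was 0.0434. Flanking DNA also stays open. The 100 nearest genes held 13 calls against 27 of 725 genes far away on the chromosome (Fisher's exact p = 0.000414), but 7 against 27 after that normalization (p = 0.172). The count was 12 without tumor 5347 (Fisher's exact p = 0.138) and 15 without tumor 5346 (p = 0.0568). The real grouping of the tumors gave 20 calls and the highest of the other groupings 12, and it was 1 of 10 groupings with as many, too few for a share under 0.05.

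All 20 genes of cholesterol synthesis and uptake had a log2 fold change above 0 in JAM-A−/− tumors (71.8% of all genes did). With quantile normalization over the listed probe sets 19 of the 20 did, where 50.6% of all genes did. In the deposited values 15 met the criteria, 15 passed adjusted over the list alone and none over all probe sets. The median was 0.50 (0.4983), with the sterol reductase Dhcr7 at 0.63 (standard error 0.15, adjusted p = 0.258 from limma), Lss at 0.55, Tm7sf2 at 0.48 (not meeting the criteria under that normalization) and Mvd at 0.68. The camera adjusted p was 3.88e-11 (adjusted p = 0.759 with an estimated correlation), and at most 6.37e-06 with any 1 tumor left out. The mean deviation of the list was 0.35, 0.30 and 0.09 in the JAM-A−/− and -0.45, -0.23 and -0.06 in the JAM-A+/+ tumors.

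Of 51 small nucleolar RNAs, which guide the modification of ribosomal RNA, 14 met the criteria lower in JAM-A−/− tumors, none higher, and none passed adjusted over the list alone. The median was -0.32 (-0.3167), with Snora2b at -0.63, Snord85 at -0.49, Snora62 at -0.48 and Snord53 at -0.48, and the camera adjusted p was 1.56e-27 (adjusted p = 0.759 with an estimated correlation). The mean deviation of the list was -0.09, -0.16 and -0.16 in the JAM-A−/− tumors and 0.12, 0.41 and -0.11 in the JAM-A+/+ tumors, so that tumor 5393 lay within the range of the JAM-A−/− tumors. Without tumor 5370, the highest, the median was -0.16 and the camera adjusted p was 5.13e-13. Other small RNAs were called lower more often than higher as well: of 300 microRNA genes, counted after the values were seen, 21 met the criteria lower and 2 higher (median -0.03), and the 5S ribosomal RNA gene n-R5s136 was at -2.08. Of 12147 probe sets that the annotation does not list, 1390 met them lower and 333 higher, and what these measure is not known here. Their array medians did not overlap, at 5.61, 5.49 and 5.4 in JAM-A−/− and 5.77, 5.74 and 5.63 in JAM-A+/+ tumors. Medians of the listed probe sets did overlap, at 6.82, 6.89 and 6.94 against 6.73, 6.85 and 6.83. Whether RNA or sample preparation differed between the groups was not tested.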

How the results depend on the processing

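Quantile normalization over the listed probe sets was chosen after seeing the data, and the other settings were not. The number of probe sets meeting the signature criteria was 2952, and 1471 with an equal-variance test, 1082 with Welch's test, 1335 with only probe sets of 1 symbol, 817 with quantile normalization over the 23410 listed probe sets (of which 1229 met the criteria before it), 1274 at a fold of at least 1.5, and 2040 (without tumor 5369) to 5016 (without tumor 5333) with 1 tumor left out. Fewer probe sets and the stricter fold are part of their settings by construction, and the cause of the moves with the other tests, the normalization and the tumors left out was not tested. With quantile normalization between all probe sets 836 were higher and 1514 lower, and with median centring 2391 and 1210, against 1405 and 1547. F11r was the only probe set past the adjustment. With an equal-variance and with Welch's test 0 passed and F11r, at -4.27, had adjusted p-values of 0.453 and 0.735, where 3871 probe sets had an unadjusted p under 0.05 in limma. With array weights 17 passed, F11r among them, and with 1 tumor left out 0 to 1. F11r was then at -4.54 to -4.05 with an adjusted p of 0.00357 to 0.0839, its call ending without tumor 5333, 5369, 5370 or 5393. The 1 probe set that passed without tumor 5333 was not F11r but that of Dpp10, at 2.53 (adjusted p = 0.0355). Over the other settings the adjusted p of F11r was 0.000147 to 0.0141. The 20 calls near F11r were 7 with Welch's test (Fisher's exact p = 0.117), 29 in a window of 200 genes on each side (p = 0.0902) and 12 to 33 with 1 tumor left out. Of the 32 lists 15 were called, 0 with the correlation estimated per list (lowest adjusted p = 0.759) and 7 (without tumor 5346) to 15 with 1 tumor left out. Fry, which asks another question, a list against no change instead of against other genes, called 0 (lowest adjusted p = 0.183). The oxidative phosphorylation list reversed under quantile normalization between arrays, with camera direction lower, a median of 0.05 (0.04556) and an adjusted p of 0.15. Of 122 entries for named genes that met the criteria, 55 no longer did with Welch's test, 42 with the equal-variance test, 33 with quantile normalization over the listed probe sets and 9 to 37 with 1 tumor left out, and none changed direction in these settings. Probe sets near the background may hide a small change, and the deposited values carry no measure of background. Calls were made among dim probe sets too, such as that of Olfr171, with means of 2.76 in JAM-A−/− and 2.06 in JAM-A+/+ tumors. No paired analysis was possible because the tumor numbers are not shared between the groups.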

Differences from the paper's values

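The paper reports 547 probe sets in the signature, and 2952 met the same fold and p thresholds here, with limma on the deposited values. The paper's text states no thresholds for the signature, and those used were read from Table S1. The paper's higher and lower ones number 244 and 303, against 1405 and 1547. None of the alternatives set before the data were examined brought the total within 1.5 times of the paper's, the closest being Welch's test at 1082, and none did so for the lower ones, of which Welch's test gave 601 and probe sets of 1 symbol 162. For the higher ones a fold threshold of 1.5, which is stricter than the table's smallest entry of 1.3, gave 365, which is within 1.5 times of the paper's 244, and the other alternatives did not come within it. Quantile normalization over the listed probe sets, chosen after seeing the values and confined to the listed probe sets, of which 1229 met the criteria before it, gave 817 in all and 422 lower ones, both within 1.5 times of the paper's, but 395 higher ones, which is not. These are unlike sets, since the paper's 547 include 130 that are not listed. Of its 417 listed ones, 226 higher and 191 lower, 817 is 1.96 times as many. Over listed probe sets alone the deposited values gave 1229 (1072 higher and 157 lower), quantile normalization between arrays 884 (640 and 244), Welch's test 450 (381 and 69) and a fold of at least 1.5 gave 305 (273 and 32). With quantile normalization over the listed probe sets, 356 of the paper's 547 probe sets met the criteria. Another 130 of the 547 are outside that setting because the annotation does not list them. Over the 417 listed probe sets of Table S1 the log2 fold changes lay within 0.05 of the paper's for 338 under that normalization. They did so for 246 with quantile normalization between arrays, an alternative set before the data were examined, and for 113 with the deposited values. Over all 547 the last pair gave 299 and 170. The paper's p-values lay closest to those of an equal-variance test, with a median absolute log10 ratio of 0.217, against 0.331 for Welch's test and 0.442 for limma. No setting combined an equal-variance test with another scaling, so the number of probe sets under both was not obtained. Of the paper's 547 probe sets, 432 met the criteria in limma, and up to 442 did under the other scalings, with quantile normalization between arrays. The paper reports less proliferation in JAM-A−/− tumors by Ki-67 staining. That staining counts positive cells in tumor sections, while the arrays measure RNA of early-stage tumor extracts, so these are unlike measures. The paper does not say that the arrayed tumors were among those stained. Here 41 of 43 proliferation genes had a log2 fold change above 0 in the arrayed JAM-A−/− tumors (71.8% of all genes did). Their median was 0.30 and the camera adjusted p was 8.81e-05 (0.792 with an estimated correlation). The camera call ended without tumor 5369 (median 0.12, adjusted p = 0.0958) and without tumor 5333 (adjusted p = 0.202). With quantile normalization over the listed probe sets 34 of the 43 lay above 0, where 50.6% of all genes did. The median was then 0.17 and the camera adjusted p was 0.000508. Mki67, the gene of Ki-67, was at 0.15 and did not meet the criteria, and it lay below 0 without tumor 5369 (-0.06), with array weights (-0.02) and with quantile normalization between arrays (-0.03) or over the listed probe sets (-0.04), so its direction is not settled.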

Other observations

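The tests of the signal scale, of a broad rise of transcripts and of tumor 5369 were chosen only after the results they bear on had been seen. Camera called several other groups of genes higher in JAM-A−/− tumors, none of them with an estimated correlation. Of 25 hypoxia genes, 6 met the signature criteria, Ddit4, an inhibitor of mTOR signaling, at a log2 fold change of 1.09 (standard error 0.16, adjusted p = 0.198 from limma), Car9 at 0.74, Aldoc at 0.61 and Tpi1 at 0.47 among them, and 1 passed adjusted over the list alone (median 0.35, camera adjusted p = 4.54e-05, adjusted p = 0.759 with an estimated correlation). Tumor 5346 had the highest mean deviation, 0.59, and without it the adjusted p was 0.0812 at a median of 0.16. The median was 0.17 with quantile normalization over the listed probe sets. Of 24 genes of the unfolded protein response, all 24 lay above 0 (71.8% of all genes did) and 5 met the criteria, with Herpud1 at 0.71, Sel1l at 0.60, Trib3 at 0.45 and Xbp1 at 0.44, 3 passing adjusted over the list alone (median 0.28, camera adjusted p = 0.000344, adjusted p = 0.759 with an estimated correlation, and adjusted p = 0.0738 without tumor 5346). With quantile normalization over the listed probe sets 17 lay above 0 (50.6% of all genes did), and Trib3 and Xbp1 no longer met the criteria. The median was then 0.08 and the camera adjusted p was 0.0131. With quantile normalization between arrays the median was 0.10 and the camera adjusted p was 0.258. Of 20 interferon response genes, Tap1 at 0.55 and Cxcl10 at 0.50 met the criteria and none passed adjusted over the list alone (median 0.40, camera adjusted p = 0.00125, adjusted p = 0.792 with an estimated correlation, and adjusted p = 0.562 without tumor 5346, at a median of 0.17, and 0.237 without tumor 5393, at 0.24). Of 77 genes of oxidative phosphorylation, 5 met the criteria, with Atp5g1 at 0.49, Ndufb9 at 0.49, Uqcrc1 at 0.46 and Ndufa10 at 0.44, none passing adjusted over the list alone (median 0.21, camera adjusted p = 0.0336, adjusted p = 0.966 with an estimated correlation, and adjusted p = 0.917 without tumor 5347, 0.283 without 5369 and 0.051 without 5346). None of 61 ribosomal protein genes met the criteria, with Rps3a1 at -0.26 and Rpl8 at 0.31 (camera adjusted p = 0.317), but the list was called lower with quantile normalization between arrays (adjusted p = 1.8e-10) and over the listed probe sets (adjusted p = 2.99e-05), and without tumor 5347 (adjusted p = 0.00566), though not with an estimated correlation in the deposited values (adjusted p = 0.966). Of 1015 olfactory receptor genes, expected to be silent in this tissue, 26 met the criteria higher and 2 lower. The higher ones include Olfr171 at 0.70, Olfr948 at 0.57, Olfr792 at 0.54 and Olfr1463 at 0.45. The camera adjusted p was 0.647, or 0.000533 in the lower direction without the 40% dimmest probe sets. With an estimated correlation in the deposited values it was 0.966.

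Markers of the vessel wall and stroma were called higher by camera too, and again not with an estimated correlation. The paper reports no significant difference in vessel density between the genotypes by PECAM-1 staining. That staining measures area in tumor sections, while the arrays measure RNA, so these are unlike measures. Of 21 endothelial genes 5 met the criteria, with Eng at 0.75, Plvap at 0.72, Sox18 at 0.44 and Flt1 at 0.41, none passing adjusted over the list alone (camera adjusted p = 0.00224, adjusted p = 0.792 with an estimated correlation, and adjusted p = 0.075 at a median of 0.07, against 0.27, without tumor 5369). Of 14 genes of pericytes and smooth muscle 5 met the criteria, with Acta2 at 0.90, Des at 0.86, Tagln at 0.60 and Abcc9 at 0.59, and 3 passed adjusted over the list alone (camera adjusted p = 0.000344, at most 0.0119 with any 1 tumor left out, adjusted p = 0.759 with an estimated correlation). Of 16 fibroblast genes 3 met the criteria, Col1a2 at 0.58, Fbln2 at 0.54 and Pdgfra at 0.45, none passing adjusted over the list alone (camera adjusted p = 0.00915, adjusted p = 0.793 with an estimated correlation, and adjusted p = 0.547 without tumor 5369, at a median of 0.13 against 0.35, and 0.112 without 5347). Of 19 skeletal muscle genes, Acta1 at 1.31, Myh1 at 1.29 and Myh2 at 0.70 met the criteria, none passing adjusted over the list alone (camera adjusted p = 0.000344, adjusted p = 0.759 with an estimated correlation, and adjusted p = 0.108 without tumor 5393 and 0.0505 without 5346). Of 9 keratinocyte genes, Sprr1a met the criteria and passed adjusted over the list alone (camera adjusted p = 0.0261, adjusted p = 0.759 with an estimated correlation, and adjusted p = 0.504 without tumor 5346, at a median of 0.10 against 0.50, and 0.0655 without 5370). Of 12 milk genes, Csn1s1 and Btn1a1, at -0.75, met the criteria lower and Mfge8, at 0.49, higher, none passing adjusted over the list alone, and the list was called lower (camera adjusted p = 0.00915, adjusted p = 0.759 with an estimated correlation), but not without tumor 5370 (adjusted p = 0.45, with a median of 0.13 against -0.15), where its mean deviation was 1.07, or without tumor 5333 (adjusted p = 0.0524). Of 11 basal and myoepithelial genes Acta2, Nrg1 and Cnn1, at 0.44, met the criteria and 2 passed adjusted over the list alone (camera adjusted p = 0.31).

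With quantile normalization over the listed probe sets, the calls of the oxidative phosphorylation (adjusted p = 0.994, median 0.03) and milk lists (adjusted p = 0.0617, with the median at -0.34 against -0.15) ended. Of the genes named as meeting the criteria, Atp5g1, Ndufb9, Uqcrc1 and Ndufa10 of oxidative phosphorylation, at 0.22 to 0.31, no longer did, nor did Tpi1, Flt1, Sox18, Fbln2, Pdgfra, Mfge8, Olfr948 and Acta1. With quantile normalization between arrays those of the unfolded protein response (adjusted p = 0.258), p53 target (adjusted p = 0.102), fibroblast (adjusted p = 0.0667) and oxidative phosphorylation lists (adjusted p = 0.15) ended. The call of the oxidative phosphorylation list also ended with an intensity trend (adjusted p = 0.0785), array weights (adjusted p = 0.119), median centring (adjusted p = 0.0546) and without the 40% dimmest probe sets (adjusted p = 0.172), that of the fibroblast list with array weights (adjusted p = 0.323), and that of the keratinocyte list without the dimmest probe sets (adjusted p = 0.06). The markers of other cell types were not called by camera in the deposited values, while lower calls were made of the luminal list with quantile normalization between arrays (adjusted p = 0.00986), of the T cell list with array weights (adjusted p = 0.0411), and, without tumor 5369, of the adipocyte list (adjusted p = 2.39e-05, median -0.18 against 0.16) and the macrophage list (adjusted p = 0.00401, median -0.07 against 0.13). The basal list was called higher without tumor 5347 (adjusted p = 0.0309). With an estimated correlation in the deposited values the adjusted p was 0.759 for the T cell list and 0.792 for the basal list. It was 0.966 for the luminal, adipocyte and macrophage lists. No gene met the criteria among 16 luminal epithelial genes (Krt7 at 0.34 and Muc1 at -0.30, adjusted p = 0.857), 17 macrophage genes (Itgam at 0.26 and Fcgr1 at 0.23, adjusted p = 0.685), 13 of dendritic cells and MHC class II (Xcr1 at 0.24 and Ccr7 at -0.12, adjusted p = 0.6), 14 of T cells (Cd5 at 0.29 and Cd3g at -0.27, adjusted p = 0.107), 11 of B cells (Fcrla at 0.24 and Pou2af1 at 0.20, adjusted p = 0.965), 13 of adipocytes (Thrsp at 0.62 and Pnpla2 at 0.32, adjusted p = 0.784) and 4 of Schwann cells (Pmp22 at 0.61 and Cnp at 0.20, adjusted p = 0.647). Of 10 salivary gland genes, Aqp5 at 0.82 and Pip at 2.92 met the criteria (adjusted p = 0.719). Pip was 11.93 in tumor 5333, 7.2 and 7.57 in the other JAM-A−/− tumors and 5.2, 7.39 and 5.34 in the JAM-A+/+ tumors, and without tumor 5333 its log2 fold change was 1.41 and it did not meet the criteria. The list's mean deviation was 1.33 in tumor 5333. A group of 3 measured red blood cell genes, Slc4a1 at -0.12 and Alas2 at -0.39 among them, was too small for a test. The median of the luminal, macrophage, dendritic cell, B cell, adipocyte, ribosomal protein and olfactory receptor lists was above 0 while camera, which compares a list with other genes, gave them a lower direction. With the real grouping 15 lists were called and with the highest of the other groupings 21. It was 1 of 4 among 10 groupings with at least as many, and 10 groupings are too few for a share under 0.05.

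For proteins that the paper stained or blotted in other samples, the array gave log2 fold changes of 0.15 for Cdh1, 0.36 for Ctnnb1, 0.05 for Tjp1, -0.16 for Cgn, 0.23 for Vcl and 0.20 for Itgb1, none meeting the criteria. Pecam1, at 0.60, and Esr1 met them, and Mki67 at 0.15, Cd4 at 0.21, Cd8a, Itgax and Adgre1 at 0.02, H2-Ab1 at 0.11, Erbb2 at 0.25 and Pgr at 0.22 did not. With quantile normalization over the listed probe sets Cdh1 (-0.05), Tjp1 (-0.13), Mki67 (-0.04), Cd8a (-0.04), Itgax (-0.05), Adgre1 (-0.09) and H2-Ab1 (-0.11) lay below 0, Ctnnb1 was at 0.19, Cgn at -0.32, Vcl at 0.05 and Itgb1 at 0.01, and Esr1 (0.29) no longer met the criteria. Ctnnb1 met them with array weights, with median centring and without tumor 5333 or 5393. H2-Ab1 met them without tumor 5333, at 0.47, but was at -0.16 without tumor 5347. Pecam1, whose protein staining did not differ significantly in the paper, did not meet them with an equal-variance or Welch's test. Nor did it without tumor 5346, 5347, 5369 or 5393. Esr1 did not meet them with quantile normalization between arrays (0.36) or without tumor 5346, 5347 or 5370.

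Of the listed probe sets meeting the criteria, 87.2% were higher in JAM-A−/− tumors. The signal scale of the arrays and a broad rise of transcripts in JAM-A−/− tumors cannot be told apart as explanations. After quantile normalization over the listed probe sets 48.3% were higher, but giving these probe sets 1 distribution on every array evens the directions by construction, for a scale effect and for a real rise alike, and values scaled within arrays do not carry the amount of RNA. With probe sets in 10 classes of brightness, the median log2 fold change was 0.10 in the dimmest class, 0.02 in the fourth and 0.20 in the brightest, which exceeded the dimmest by 0.10 (0.1033). The real grouping gave 2952 probe sets meeting the criteria and the highest of the other groupings 2660, and 1 probe set past the adjustment against 0. In both the real grouping was 1 of 10, and 10 groupings are too few for a share under 0.05.

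The proliferation list was called higher in JAM-A−/− tumors by camera (adjusted p = 8.81e-05), but not with an estimated correlation (adjusted p = 0.792). A candidate explanation is that tumor 5369 alone had low levels of these genes, and without it the camera adjusted p was 0.0958. Without tumor 5333 it was 0.202, so the call also ends without a tumor of the other group, and the explanation cannot be told apart from a difference between genotypes with 3 tumors in each. The requirement that the call hold without every other tumor was added to this test after those values had been seen, and without it the test would have counted in favor of the explanation. A difference in growth between the genotypes stays open. The paper's Ki-67 staining of tumors points the other way, with less proliferation in JAM-A−/− tumors. It counts stained cells in tumor sections, however, and not RNA of the arrayed tumors. The direction of Mki67 itself, at 0.15 on the arrays, is not settled.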
